# Zbtb7b defines a compensatory mechanism in MASLD‐related HCC progression by suppressing H19‐mediated hepatic lipid deposition

**DOI:** 10.14814/phy2.70160

**Published:** 2024-12-23

**Authors:** Yinglin Han, Kaimin Wu, Xin Peng, Yinkun Fu, Wenyan Li, Jing Ma, He Jiang, Xu‐Yun Zhao

**Keywords:** de novo lipogenesis, fatty acid oxidation, H19, hepatocellular carcinoma, metabolic dysfunction‐associated steatotic liver disease, Zbtb7b

## Abstract

Hepatocellular carcinoma (HCC) is a widely prevalent type of primary liver cancer. However, strategies for pretumor intervention are still limited. In this study, a liver‐specific Zbtb7b knockout mouse model was used to evaluate the role of Zbtb7b in metabolic dysfunction‐associated steatotic liver disease (MASLD)‐related HCC development. We revealed that Zbtb7b was compensatively increased and restricted lipid deposition in the liver during MASLD progression, which protects against MASLD‐related HCC initiation. Mechanistically, Zbtb7b suppresses the expression of the long noncoding RNA H19 to attenuate hepatic de novo lipogenesis and increase fatty acid oxidation, thereby preventing lipid accumulation in hepatocytes. As a result, the proliferation and migration abilities of HCC cells are reduced. Overall, we demonstrated that Zbtb7b serves as a tumor suppressor at an early stage of HCC, thus providing a promising target for the treatment of HCC at a premalignant stage.

## 1 INTRODUCTION

Liver cancer, including hepatocellular carcinoma (HCC), is a major health challenge with high incidence and mortality rates worldwide (Sia et al., 2017). HCC accounts for 90% of liver cancer cases and has become the fourth leading cause of cancer‐related death globally (Anwanwan et al., 2020; Ringelhan et al., 2018). However, given the insidious onset, high invasiveness and metastasis of liver cancer, most patients are diagnosed at an advanced stage (Gingold et al., 2018), making a huge difficulty in systemic therapies. Additionally, current targeted strategies, such as immunotherapies, have limitations in terms of drug resistance, therefore, significant improvements in the survival rates and prognosis of HCC patients have hardly been achieved (Llovet et al., 2021; Villanueva, 2019). As such, novel preventive measures and effective treatments at an early stage of HCC are urgently needed.

The liver is a vital organ that manages whole‐body metabolic homeostasis. Dysregulation of hepatic lipid metabolism leads to the onset of metabolic dysfunction‐associated steatotic liver disease (MASLD, formerly NAFLD), which is associated with a high risk of progression to HCC (Martínez‐Reyes & Chandel, 2021; Satriano et al., 2019). In recent years, the importance of lipid metabolic reprogramming in the carcinogenic process has become increasingly clear (Currie et al., 2013; Du et al., 2022). Fatty acids not only serve as energy sources to increase the proliferation of cancer cells but also act as signaling molecules to facilitate mitogenic and/or oncogenic signaling (Nakagawa et al., 2018; Zhu & Thompson, 2019). The abundance and desaturation of fatty acids as well as the elongation of fatty acid chains are closely related to the occurrence and development of various tumors (Hoy et al., 2021). Interestingly, normal cells primarily acquire lipids through external uptake, whereas enhanced de novo fatty acid synthesis and suppressed fatty acid oxidation widely occur in tumor cells and largely contribute to tumorigenesis, especially in HCC (Ning et al., 2022, Wang, Han, et al., 2016, Seo et al., 2020, Bian et al., 2024). Sterol regulatory element‐binding protein 1c (Srebp1c) is a master regulator of de novo lipogenesis in the liver, which transcriptionally induces the expression of the lipogenic enzymes fatty acid synthase (Fasn) and stearoyl‐CoA desaturase 1 (Scd1) to drive the de novo lipogenic program (Pope & Dixon, 2023; Yi et al., 2020). On the other hand, peroxisome proliferator‐activated receptor α (Pparα) enhances the transcription of genes encoding rate‐limiting enzymes required for fatty acid oxidation, such as enoyl‐CoA hydratase and 3‐hydroxyacyl CoA dehydrogenase (Ehhadh) and 3‐hydroxy‐3‐methylglutaryl‐CoA synthase 2 (Hmgcs2), in hepatocytes (Li et al., 2024).

Zinc finger and BTB domain containing 7B (Zbtb7b), a member of the POK family of transcriptional repressors, possesses a 7B zinc finger domain that facilitates DNA binding and a POZ/BTB domain to modulate interactions with other factors (Taniuchi, 2018). The major physiological function of Zbtb7b has been demonstrated as a master regulator of lineage commitment in CD4^+^ T cells. However, several studies have shown that Zbtb7b unexpectedly plays an indispensable role in the formation of multiple types of tumors, nevertheless, the underlying mechanisms are not completely understood (Chen et al., 2022; He et al., 2005; Lee et al., 2015; Mariani et al., 2013). Interestingly, a recent study revealed that Zbtb7b deficiency downregulates the fatty acid oxidation pathway in brown fat, resulting in increased fat accumulation and cold sensitivity (Li et al., 2017). However, the role of Zbtb7b in MASLD progression and MASLD‐related HCC development remains elusive.

Here, we revealed that Zbtb7b is a suppressor of MASLD‐related HCC. Zbtb7b deficiency in mouse hepatocytes increases de novo lipogenesis while hepatic fatty acid oxidation is inhibited. Consequently, lipid deposition in the liver is increased, which facilitates the progression of MASLD, and eventually develops to HCC. Mechanistically, depletion of Zbtb7b drastically induced long noncoding RNA H19 expression, thereby driving hepatic de novo lipogenesis and suppressing the fatty acid oxidation program to accelerate MASLD‐related HCC progression.

## 2 MATERIALS AND METHODS

### 2.1 Bioinformatics analysis

GEPIA (https://gepia.cance r‐pku.cn/) was used to reveal the differences in the expression of Zbtb7b and H19 between HCC tissues (*n* = 369) and normal tissues (*n* = 50) in The Cancer Genome Atlas (TCGA) project. Correlations between Zbtb7b or H19 and genes involved in lipid metabolism in HCC tissues in the TCGA project were also analyzed via GEPIA.

### 2.2 Human samples and study approval

All human HCC and adjacent peritumoral tissue samples in our study were obtained from Zhongshan Hospital, and informed consent was obtained from the participants. The research was prospectively reviewed and approved by the Ethics Committee of Zhongshan Hospital (Reference Number: 2022BAT6946). All the research was conducted in accordance with both the Declarations of Helsinki and Istanbul.

### 2.3 AAV production

The production of adeno‐associated viruses (AAVs) involves four procedures: plasmid preparation, virus packaging, virus purification, and titer determination. First, three types of plasmids were prepared to package viruses, including the target plasmid and helper plasmid pAdDeltaF6 (DF6), which can provide E2a, E4, VARNA, and serotype plasmids selected based on organ affinity. In our study, the liver‐specific serotype AAV2/8 was used (Liu et al., 2023; Zhao et al., 2018). When the cell confluence reached 95%, 70 μg of the target plasmid, 200 μg of DF6 and 70 μg of AAV2/8, along with 1360 μL of polyethyleneimine were transferred to ten 15 cm dishes, and the precipitates were harvested by cell scrapers and centrifugation 60 h later. Finally, high‐titer viral solutions were obtained through virus concentration, density gradient centrifugation and column purification (Amicon Ultra 15, Millipore, UFC9100960) steps. In details, we concentrated the virus through three freeze/thaw cycles and centrifugation, performed density gradient centrifugation with different concentrations of iodixanol solution (BasalMedia, R714JV) and purified using purification columns with a phosphate‐buffered saline (PBS) solution containing 10^−3^ F188 (Sigma, P5556‐100ML) and a PBS solution. The obtained viral titer was approximately between 1 × 10^12^ and 1 × 10^13^ vp/mL.

### 2.4 Animals

The mice were raised in a specific pathogen‐free environment, with all the mice having a C57BL/6J strain background. The experiments were performed with rigorous control of age and gender and strict adherence to procedures approved by the University Committee on the Use and Care of Animals at Shanghai Jiao Tong University (Reference Number: A2022‐064). All the mice were euthanized via carbon dioxide (CO_2_) inhalation after the experiments were completed. Zbtb7b^flox/flox^ mice were obtained from R. Bosselut from the National Cancer Institute and fed regular rodent chow. The mice were randomly assigned to groups for injection of the AAV virus and subsequently raised under the same conditions. For the high‐fat diet (HFD) feeding experiment, male Zbtb7b^flox/flox^ mice at 8 weeks of age were injected via the tail vein with 1×10^11^ AAV2/8‐TBG‐Cre viral particles to delete Zbtb7b specifically in the liver (ZLKO). After 7 days, the mice were fed a rodent diet with 60 kcal% fat (D12492, Research diet), and the weights of the mice were measured weekly. After 5 months, the mice were euthanized, and the livers were harvested and photographed. For the MASLD‐related HCC experiment, male ZLKO mice were fed an L‐amino acid diet with 45 kcal% fat with 0.1% methionine and no added choline (CDA‐HFD, A06071309, Research diet) for 7 months, and the livers of the mice were harvested and photographed. For the Akt/N‐Ras‐induced HCC experiment, 7 days after AAV injection, liver cancer oncogenes (pT3‐Nras/pT3‐Akt) along with Sleeping Beauty transposase (SB100) were injected via hydrodynamic transfection (HDT) into WT and ZLKO male mice (Sun et al., 2017). Liver tissues were harvested after 4 weeks to determine the tumor burden.

### 2.5 Plasmid production

The target gene fragments were obtained via PCR from cDNA retro‐transcribed from human HCC tissue RNA and then inserted into the pMSCV destination vector using 2 × ClonExpress Mix (Vazyme, C115‐01) according to the manufacturer's instructions. The integrity and fidelity of all the constructs were verified via DNA sequencing.

### 2.6 Liver histology

Tissues were dissected and fixed in 10% formalin overnight at 4°C and subjected to paraffin embedding and H&E staining. Liver slices were fixed in O.C.T. (Servicebio, G6059‐110ML) and then stained with Oil Red O (ORO) (Sigma, O0625). For Sirius Red staining, the paraffin sections were dewaxed and hydrated, stained with picrosirius red for 1 h, washed with two changes of acidified water, dehydrated and cleared in xylene before mounting. For immunohistochemistry (IHC) assay, the paraffin sections were dewaxed and hydrated. Antigen retrieval was then performed by incubating the sections with EDTA (AiFang biological, AFIHC008). Next, the slices were incubated in a 3% hydrogen peroxide solution, blocked with 3% BSA (Servicebio, G5001) and incubated with primary antibodies F4/80 (Proteintech, 28,463‐1‐AP) overnight at 4°C. On the second day, the slices were incubated with horseradish peroxidase‐conjugated goat anti‐rabbit secondary antibody (AiFang biological, AFIHC003) at room temperature for 30 min. Then DAB chromogen solution (AiFang biological, AFIHC004) was added and the slices were subjected to a 3‐min with hematoxylin. Subsequent immersion in the bluing solution led to the restoration of a blue coloration in the hematoxylin. Finally, the slices were dehydrated and sealed.

### 2.7 Cell lines

AML12, Huh7 and HepG2 cells were obtained from the ATCC. AML12 cells were cultured in DMEM/F‐12 (BasalMedia, L310KJ) supplemented with 10% fetal bovine serum (Sigma, F2442), 1% penicillin streptomycin (BasalMedia, S110), 0.45% ITS Liquid Media Supplement (Sigma, I3146) and 40 ng/mL dexamethasone (Sigma, D2915). Huh7 and HepG2 cells were cultured in DMEM (BasalMedia, L110KJ) supplemented with 10% fetal bovine serum and 1% penicillin streptomycin. All the cells were maintained in a humidified chamber at 37°C under a 5% CO_2_ atmosphere. For the generation of ZBTB7B‐ and H19‐overexpressing cell lines, retroviral transduction was performed to express target genes. For the generation of *ZBTB7B* knockout Huh7 cell lines, sgRNA sequences with minimal off‐target effects on *ZBTB7B* exons were designed via CRISPOR (tefor.net), subsequently, plasmids containing selected sgRNA sequences were constructed, and their effectiveness was verified. Then, lentiviral transduction was performed to express CAS9 and sgRNAs in Huh7 cells according to a previously described method, and antibiotic selection was performed (Concordet & Haeussler, 2018; Lin et al., 2022). A single‐cell clone was picked through limited dilution, and the knockout of *ZBTB7B* was confirmed through genotyping of the cellular DNA. AML12 and Huh7 cells were treated with vehicle (DMSO, Sangon Biotech, A600163‐0250), T0901317 (5 μM) (Selleck, S7076) or GW7647 (1 μM) (Sigma, G6793) for 24 h. The cell culture experiments were performed in triplicate and repeated at least three times.

### 2.8 Isolation and culture of primary hepatocytes

Primary hepatocytes were isolated via a two‐step collagenase perfusion method. After the mice were euthanized, the livers were perfused with perfusion buffer and collagenase successively through the right atrium. The moderately digested liver was minced, centrifuged and washed twice, and then the cells were spread in a culture dish coated with collagen. The cells were cultured in DMEM supplemented with 10% fetal bovine serum and 1% penicillin streptomycin in a humidified chamber at 37°C under a 5% CO_2_ atmosphere.

### 2.9 Metabolic analyses

Triglyceride (TG), nonesterified fatty acid (NEFA), cholesterol, ALT and AST levels were quantified via assay kits from Sigma (TG, TR0100), Wako (NEFA, 294‐63601), and Stanbio (ALT, 2930430, AST, 2920430 and cholesterol, 1010‐430) according to the manufacturers' protocols. TG and cholesterol in the liver were extracted via organic solvents, and their levels were measured via assay kits from Sigma (TG, TR0100) and Stanbio (cholesterol, 1010‐430) according to the manufacturers' protocols.

### 2.10 Cell counting Kit‐8 (CCK‐8) assay

AML12, Huh7 and HepG2 cells (2000 cells/well) were cultured in 96‐well plates. After attachment, working solution containing 10 μL of CCK8 (Selleck, B34304) reagent was added to each well at specific time points (0, 24, 48, 72 and 96 h), and the samples were incubated for 1 or 2 h. The absorbance at 450 nm was measured with a UV/Vis microplate spectrophotometer (Multiskan™ Sky Spectrophotometer, Thermo Scientific).

### 2.11 Colony formation assay

All the cells (1000 cells/well) were cultured in 6‐well plates supplemented with 2 mL of DMEM supplemented with 10% FBS and 1% PS for approximately 2 weeks until visible clones formed. The cells were fixed with 4% paraformaldehyde for 1 h and stained with 1% crystal violet solution (Biosharp, BS941) for 40 min. The number of colonies was quantitated by ImageJ software (National Institutes of Health, Bethesda, MD).

### 2.12 Wound healing assay

A total of 1.2 × 10^6^ cells were plated in 6‐well plates and incubated to reach 95%–100% confluence. Scratches were created via 200 μL pipettes, and the medium was replaced with DMEM containing 1% FBS and 1% PS after washing with PBS. Pictures were taken at 0 and 72 h, and the area of wound migration was calculated by ImageJ software.

### 2.13 Gene expression analyses

TRIzol reagent (Vazyme, R401‐01) was used to extract total RNA, HiScript II Q RT SuperMix was used for qPCR to synthesize cDNA (Vazyme, R222‐01), and Taq Pro Universal SYBR qPCR Master Mix (Vazyme, Q712‐02) was used to perform qPCR following the manufacturer's instructions. The primers used for amplification of the coding sequences are listed in Table S1.

### 2.14 Immunoblotting analysis

The liver cell lysates were prepared via lysis buffer containing 50 mM Tris–HCl (pH = 7.8), 137 mM NaCl, 10 mM NaF, 1 mM EDTA, 1% Triton X‐100, 10% glycerol, and a protease inhibitor cocktail (Bimake, B14002), followed by three freeze/thaw cycles. Thirty micrograms of each protein sample were separated via 8% SDS–PAGE and transferred to PVDF membranes (GE, 10600023). Then, the membranes were blocked with 5% nonfat milk (Beyotime, P0216‐300 g) at room temperature for 1.5 h and incubated with primary antibodies overnight at 4°C. The antibodies used were against HSP90 (Proteintech,13171‐1‐AP) and ZBTB7B (TH‐POK) (Santa Cruz, sc‐376250). Next, the membranes were incubated with either goat anti‐mouse IgG (H + L) (Jackson ImmunoResearch, 115‐035‐003) or goat anti‐rabbit IgG (H + L) (Jackson ImmunoResearch, 111‐035‐003) horseradish peroxidase‐conjugated polyclonal secondary antibodies at room temperature for 1.5 h. Proteins were visualized via Lumi Q reagent solution (Share Bio, SB‐WB012).

### 2.15 RNA‐seq data analysis

The fastq files were subjected to quality control via FastQC followed by alignment against the mouse reference genome (mm38) via the aligner HISAT2. HTSeq was used to count the number of reads mapped to each reference gene. DESeq2 was used for differential expression analysis. Transcripts exhibiting significant differences of more than 1.5‐fold in expression in the ZLKO group compared with the WT group were selected for further analysis.

### 2.16 Statistical analysis

Statistical analyses were conducted via GraphPad Prism 9. Two‐tailed unpaired Student's *t*‐tests were used to evaluate significant differences between two groups. Analysis of variance (ANOVA) and post hoc analyses were used to compare differences among multiple groups. The results are presented as the mean ± SD. Statistical methods and corresponding *p*‐values for the data shown in each panel are included in the figures and figure legends.

## 3 RESULTS

### 3.1 Zbtb7b knockout promotes lipid deposition in the liver upon HFD feeding

Zbtb7b is a transcriptional factor that potentially regulates lipid metabolism in the liver. We found that Zbtb7b expression was increased in a high‐fat diet (HFD)‐induced MASLD mouse model (Figure 1a). To explore the function of Zbtb7b in hepatic lipid homeostasis, we administered an AAV virus expressing Cre recombinase under the thyroxine‐binding globulin (TBG) promoter to Zbtb7b^flox/flox^ mice, thus specifically knocked out Zbtb7b in the liver (ZLKO) (Figure S1a). We observed no significant difference in body weight between ZLKO mice and control virus‐injected mice (WT), but the liver weights of ZLKO mice are heavier after chow diet feeding (Figure S1b–d). The liver morphology and histology were not obviously different between WT and ZLKO mice (Figure S1e). The plasma triglyceride (TG) did not differ, whereas the NEFA and cholesterol levels markedly increased (Figure S1f). To examine the role of Zbtb7b during MASLD development, we fed ZLKO and WT mice on HFD. During HFD feeding, the ZLKO mice gained more body weight than WT mice (Figure 1b). Upon being harvested, the body weights of the ZLKO mice were slightly heavier, but the liver weights of these mice were significantly heavier compared to WT mice (Figure 1c,d). Moreover, the livers of ZLKO mice appeared more steatotic and contained more lipid droplets, as shown by H&E staining and ORO staining. Immunohistochemical staining revealed increased macrophage infiltration in the livers of ZLKO mice (Figure 1e,f). Additionally, the levels of triglycerides, cholesterol and free fatty acids in the plasma and triglycerides and cholesterol in the livers of ZLKO mice were relatively higher (Figure 1g,h), suggesting that more lipids accumulated in the livers of ZLKO mice. Lipid deposition in the liver is a high risk factor for hepatic inflammation. We revealed that the expression of the inflammatory cytokines Ccl2, Ccl5, and Il1β was strongly induced in the livers of ZLKO mice after HFD feeding, which was closely associated with increased recruitment of macrophages to the liver (Figure 1i). Taken together, these results suggest that the hepatic knockout of Zbtb7b leads to lipid accumulation in the liver and triggers inflammation during HFD‐induced MASLD progression.

**FIGURE 1:**
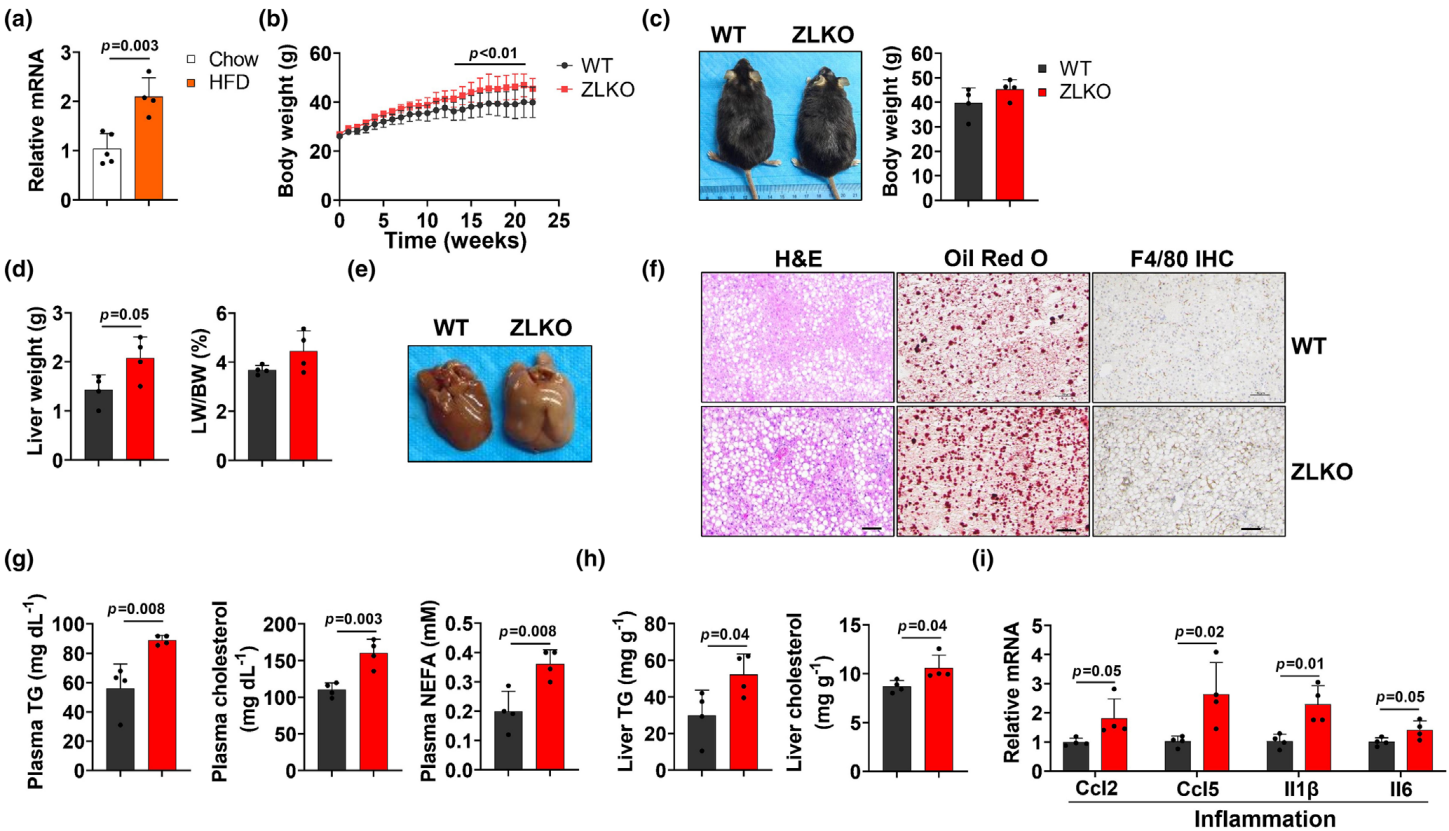
Zbtb7b knockout leads to lipid accumulation and inflammation in the liver upon HFD feeding. (a) QPCR analysis of the expression of Zbtb7b in the livers of wild type mice fed a chow diet (Chow, open, *n* = 5) or a high‐fat diet (HFD, filled, *n* = 4) for 4 months. (b) Changes in the body weights of AAV‐TBG‐control (WT, black, *n* = 4)‐ and AAV‐TBG‐Cre‐injected Zbtb7b^flox/flox^ (ZLKO, red, *n* = 4) mice fed high‐fat diet (HFD) for 5 months. (c) General images and body weights of WT and ZLKO mice after 5 months of HFD feeding. (d) Column plots of the liver weights (left) and liver‐to‐body weight ratios (right) of WT and ZLKO mice. (e) General images of the livers of WT and ZLKO mice after HFD feeding. (f) Hematoxylin and eosin (H&E) staining, ORO staining and F4/80 immunohistochemical (IHC) staining (scale bar = 100 μm) of livers from WT and ZLKO mice. (g) Plasma triglyceride (TG, left), cholesterol (middle) and nonesterified fatty acid (NEFA, right) levels in WT and ZLKO mice after HFD feeding. (h) Liver triglyceride (TG, left) and cholesterol (right) contents in WT and ZLKO mice. (i)The expression levels of hepatic genes involved in inflammation in WT and ZLKO mice after HFD feeding for 5 months. The data in a, c, d, and g–i are presented as the mean ± SD. WT versus ZLKO, two‐tailed unpaired Student's *t*‐test. The data in B represent the mean ± SD. WT versus ZLKO, two‐way ANOVA with multiple comparisons.

### 3.2 Knockout of Zbtb7b promotes the formation of MASLD‐related HCC

Some patients with MASLD progress to HCC. Next, we investigated whether Zbtb7b deficiency influences the MASLD‐to‐HCC transition by feeding mice on CDA‐HFD (MASH diet), a commonly used metabolic dysfunction‐associated steatohepatitis (MASH) model, for 7 months. The expression of Zbtb7b in the liver of WT mice was elevated after MASH diet feeding (Figure 2a). Notably, the liver weights of the ZLKO mice increased, which was consistent with the HFD results, although the body weights of these mice did not differ (Figure 2b,c). In addition, ZLKO mice presented increased lipid accumulation, macrophage infiltration and collagen deposition in the liver, and more interestingly, ZLKO mice started to develop tumors in the liver with the occurrence of tumor nodules, as shown by general liver images, H&E staining, ORO staining, Immunohistochemical staining and Sirius red staining of the liver (Figure 2d–f). The plasma triglyceride and cholesterol levels were augmented in the ZLKO mice, whereas the plasma NEFA levels were unchanged (Figure 2g). Additionally, triglyceride and cholesterol levels in the liver were also elevated in ZLKO mice (Figure 2h). Furthermore, we revealed that inflammation and fibrosis‐related gene expression was substantially elevated in ZLKO mice after MASH diet feeding (Figure 2i,j), indicating that lipogenesis, inflammation and fibrosis, all these MASH phenotypes are induced in ZLKO mice along with the initiation of HCC. To further confirm that hepatic Zbtb7b regulates HCC development, we generated an Akt/N‐Ras‐induced HCC model to assess the role of Zbtb7b in modulating oncogene‐driven HCC progression. ZLKO and WT mice presented no difference in body weight, whereas liver weights notably increased in ZLKO mice after HCC induction (Figure S2a,b). Consistent with the findings in the MASLD‐induced HCC model, Zbtb7b knockout also facilitated oncogene‐induced HCC progression. The number of tumor nodules in the liver was significantly more in ZLKO mice than in WT mice while enhancive hepatic steatosis was observed in ZLKO mice (Figure S2c,d). In addition, the contents of ALT and AST in the plasma were elevated, indicating greater liver damage in ZLKO mice than in WT mice (Figure S2e). Furthermore, the plasma NEFA, TG, cholesterol and hepatic triglyceride, and cholesterol levels were significantly increased in the Akt/N‐Ras‐induced HCC model (Figure S2f–g), suggesting that increased lipid accumulation in the livers of Zbtb7b knockout mice may also promote HCC progression in an oncogene‐induced HCC model. In summary, these results suggest that Zbtb7b knockout promotes hepatic lipid accumulation, inflammation and fibrosis in a MASH condition, which may facilitate the MASLD‐to‐HCC transition and further HCC progression.

**FIGURE 2:**
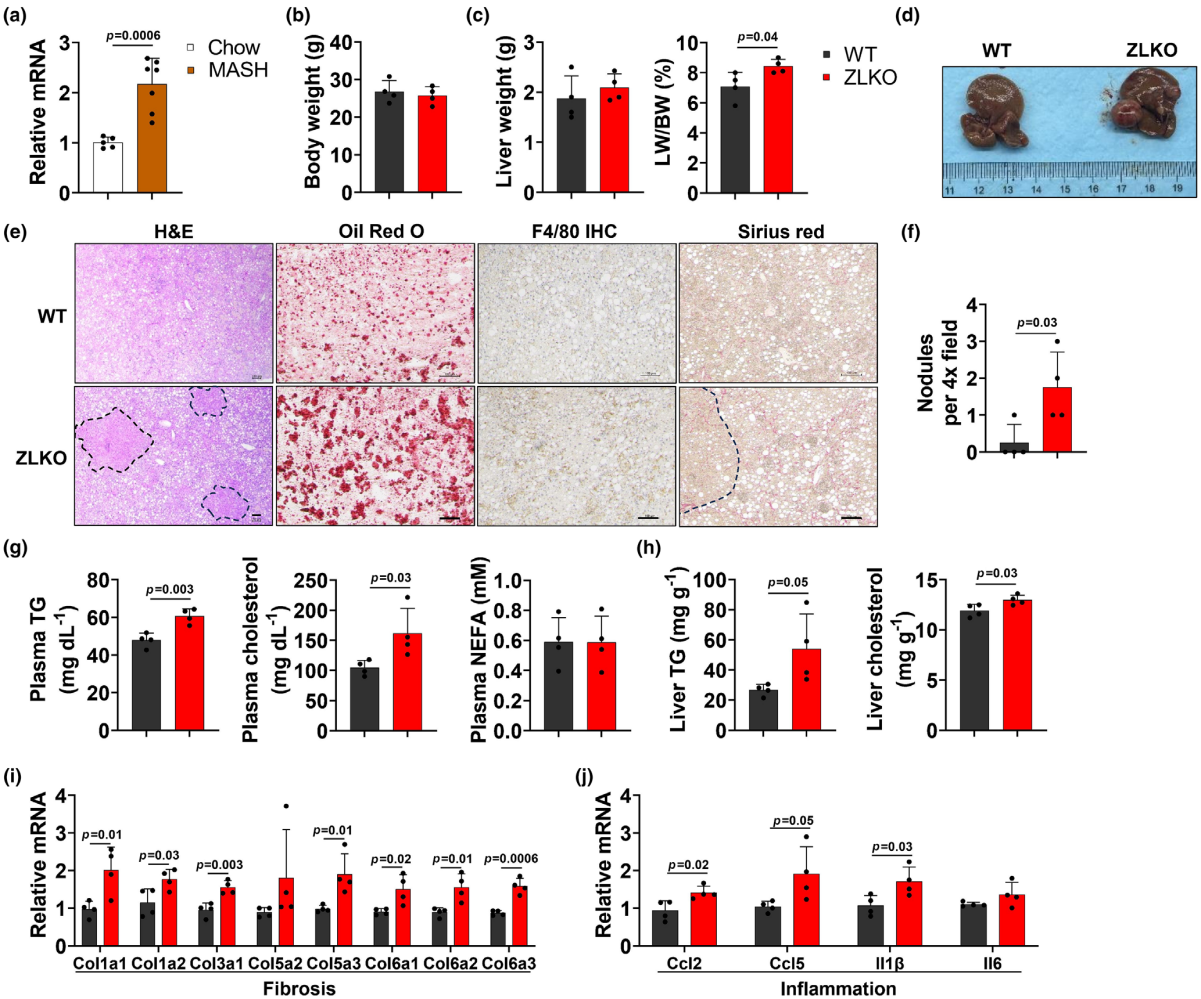
Zbtb7b knockout promotes MASLD‐related HCC progression. (a) QPCR analysis of the expression of Zbtb7b in the livers of wild type mice after chow diet (Chow, open, *n* = 5) or CDA‐HFD diet (MASH, filled, *n* = 7) feeding for 4 months. (b) Body weights of AAV‐TBG‐control (WT, black, *n* = 4) and AAV‐TBG‐Cre‐injected Zbtb7b^flox/flox^ (ZLKO, red, *n* = 4) mice after MASH diet feeding for 7 months. (c) Liver weights (left) and liver‐to‐body weight ratios (right) of WT and ZLKO mice. (d) Representative liver images of WT and ZLKO mice after feeding MASH diet for 7 months. (e) Hematoxylin and eosin (H&E) staining, ORO staining, F4/80 immunohistochemical (IHC) staining and Sirius red staining (scale bar = 100 μm) of livers from WT and ZLKO mice after MASH diet feeding. (f) Column plot of the number of nodules per 4× field in WT and ZLKO mice. (g) Plasma triglyceride (TG, left), cholesterol (middle) and nonesterified fatty acid (NEFA, right) levels of WT and ZLKO mice after MASH diet feeding. (h) Liver TG (left) and cholesterol (right) contents in WT and ZLKO mice. (i, j) The expression of genes associated with inflammation and fibrosis in the livers of WT and ZLKO mice after MASH diet feeding for 7 months. The data in a–c and f–j are presented as the mean ± SD. WT versus ZLKO, two‐tailed unpaired Student's *t*‐test.

### 3.3 Zbtb7b overexpression suppresses hepatic cell proliferation and migration

Loss of Zbtb7b promotes MASLD‐to‐HCC progression. To determine whether Zbtb7b expression cell‐autonomously mediates hepatic cell proliferation and migration under both premalignant and malignant conditions, we used the normal hepatocyte cell line AML12 and the HCC cell lines Huh7 and HepG2 to establish stable ZBTB7B‐overexpressing cell lines. ZBTB7B‐overexpressing AML12, Huh7 and HepG2 cells highly expressed Zbtb7b mRNA and protein (Figures 3a,b and S3a,b). Then, we performed CCK8 and colony formation assays in these cell lines to assess the proliferation abilities of cells after ZBTB7B overexpression. The results revealed that the overexpression of ZBTB7B significantly inhibited proliferation and substantially reduced the colony formation abilities of these cells (Figures 3c–f and S3c,d). Additionally, scratch assays demonstrated that ZBTB7B overexpression suppressed the migration ability of AML12 and Huh7 cells (Figure 3g,h). Overall, these results provide evidence that ZBTB7B expression suppresses both normal hepatocyte and HCC cells proliferation and migration and therefore may impede HCC formation and progression.

**FIGURE 3:**
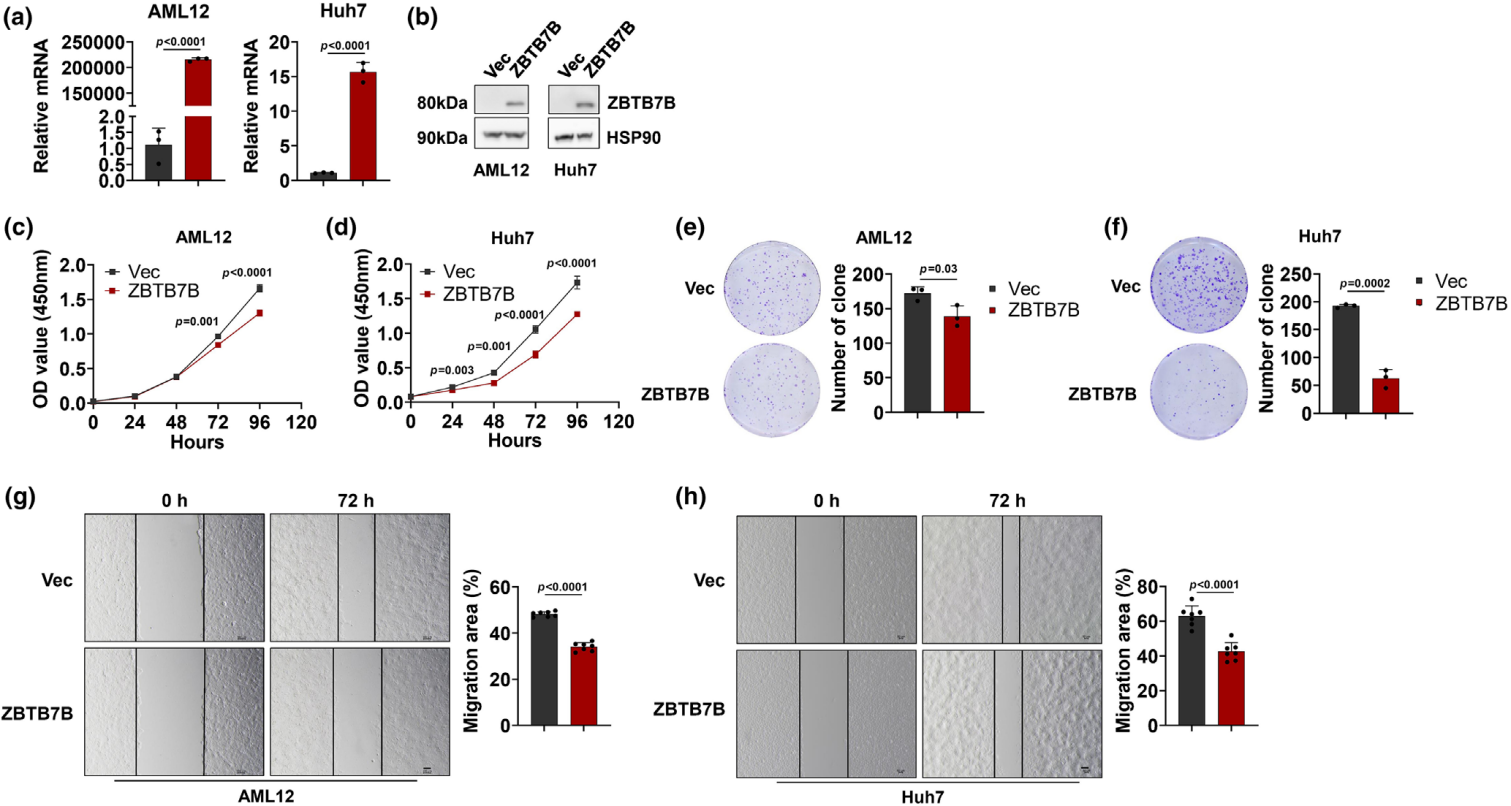
Zbtb7b inhibits the proliferation and migration of hepatic cells. (a) QPCR analysis of the expression of ZBTB7B in Vec‐ (black, *n* = 3) and ZBTB7B‐overexpressing (claret, *n* = 3) AML12 and Huh7 cells. (b) Immunoblotting of lysates from vector (Vec) and ZBTB7B‐overexpressing (ZBTB7B) AML12 (left) and Huh7 cells (right). (c, d) The proliferation ability of Vec‐ and ZBTB7B‐overexpressing AML12 cells (c) and Huh7 cells (d) was detected via Cell Counting Kit‐8 (CCK‐8). (e, f) The colony formation ability of Vec‐ and ZBTB7B‐overexpressing AML12 cells (e) and Huh7 cells (f) was detected via colony formation assays. (g, h) Wound healing assay for Vec‐ and ZBTB7B‐overexpressing AML12 cells (g) and Huh7 cells (h). The wound sizes (*n* = 7) were measured at 0 h and 72 h after scratching. Scale bar = 100 μm. The data in a, e–h are presented as the mean ± SD. Vec versus ZBTB7B, two‐tailed unpaired Student's *t*‐test. The data in c, d represent the mean ± SD. Vec versus ZBTB7B, two‐way ANOVA with multiple comparisons.

### 3.4 Knockout of Zbtb7b promotes LXR‐Srebp1c‐mediated de novo lipogenesis and inhibits PPARα‐induced fatty acid oxidation in the liver

The increase in hepatic steatosis in ZLKO mice is strongly associated with HCC development. The aberrantly increased de novo lipogenesis and compromised fatty acid oxidation in the liver are signatures of MASLD progression and may serve as pathogenic factors for the MASLD‐to‐HCC transition. Thus, we further measured the expression of de novo lipogenesis genes such as Srebp1c, Fasn, Scd1, and Dgat2 and the lipid formation markers Fsp27 and Pparγ. And the fatty acid oxidation genes Hmgcs2, Ehhadh, and Pparα in the livers of WT and ZLKO mice fed a normal diet. The results revealed that the expression of genes associated with de novo lipogenesis and lipid formation was significantly upregulated, whereas the expression of genes associated with fatty acid oxidation was markedly downregulated in the livers of ZLKO mice (Figure 4a). Importantly, this effect is cell autonomous, which is supported by the induction of de novo lipogenesis genes and the suppression of fatty acid oxidation genes in primary hepatocytes isolated from WT and ZLKO mice (Figure 4b). Notably, the induction of de novo lipogenesis genes and lipid formation genes and the inhibition of fatty acid oxidation genes were consistently observed in the livers of ZLKO mice after HFD feeding, MASH diet feeding and oncogene‐driven HCC progression (Figures 4c,d and S2h–j), indicating that ZBTB7B expression in the liver is required for the suppression of de novo lipogenesis and activation of fatty acid oxidation in the liver, which are considered protective mechanisms for MASLD development and HCC progression. Interestingly, Zbtb7b deficiency suppressed Ldlr and induced Pcsk9 expression, which mediates hepatic cholesterol uptake, thereby increasing plasma cholesterol levels. Additionally, the expression of Abcg5 and Abcg8, which are involved in the efflux of cholesterol in hepatocytes, was attenuated upon Zbtb7b depletion, although the expression of cholesterol synthesis‐related genes was unchanged (Figure S4). The dysregulation of these genes by Zbtb7b deficiency may lead to cholesterol accumulation in the liver.

**FIGURE 4:**
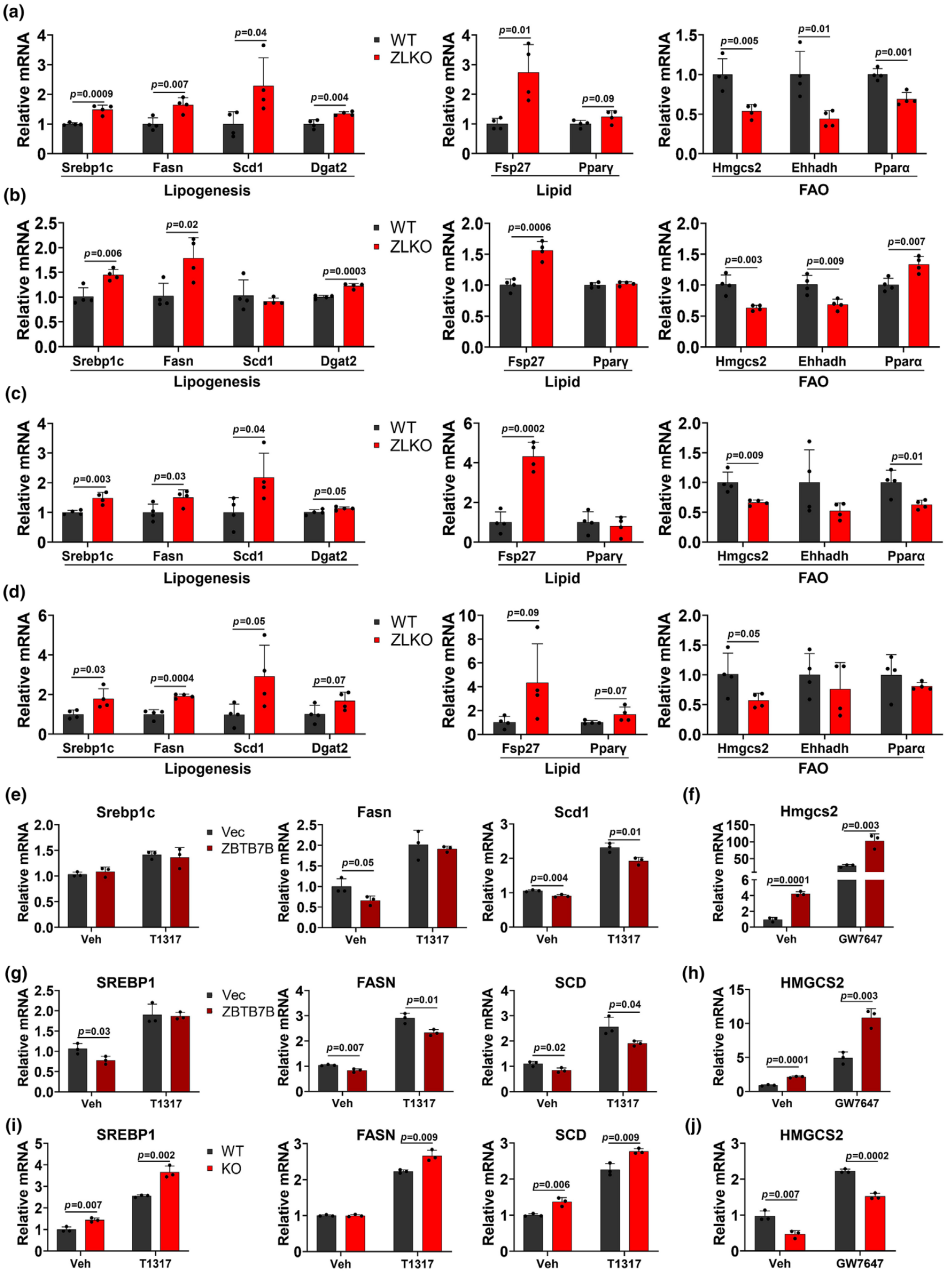
Deficiency of Zbtb7b increases de novo lipogenesis and decreases fatty acid oxidation‐related gene expression in hepatocytes. (a) QPCR analysis of hepatic genes involved in lipogenesis, lipid information (Lipid) and fatty acid oxidation (FAO) in AAV‐TBG‐control (WT, black, *n* = 4) and AAV‐TBG‐Cre‐injected Zbtb7b^flox/flox^ (ZLKO, red, *n* = 4) mice after chow diet feeding for 1 week. (b) Relative mRNA expression of hepatic genes involved in lipid metabolism in primary hepatocytes isolated from WT (black, *n* = 4) and ZLKO mice (red, *n* = 4) after chow diet feeding for 1 week was determined by qPCR. (c, d) The expression of genes associated with lipid metabolism in the livers of WT (black, *n* = 4) and ZLKO mice (red, *n* = 4) after HFD feeding for 5 months (c) or MASH diet feeding for 7 months (d) was measured via qPCR. (e) QPCR analysis of lipogenic genes in control (Vec, black, *n* = 3) and ZBTB7B‐overexpressing (ZBTB7B, claret, *n* = 3) AML12 cells treated with vehicle (Veh) or T0901317 (T1317, 5 μM) for 24 h. (f) QPCR analysis of Hmgcs2 expression in Vec‐ (black, *n* = 3) and ZBTB7B‐overexpressing AML12 cells (claret, *n* = 3) treated with vehicle (Veh) or GW7647 (1 μM) for 24 h. (g) QPCR analysis of lipogenic genes in Vec‐ (black, *n* = 3) and ZBTB7B‐overexpressing Huh7 cells (claret, *n* = 3) treated with vehicle (Veh) or T0901317 (T1317, 5 μM) for 24 h. (h) QPCR analysis of HMGCS2 expression in Vec‐ (black, *n* = 3) and ZBTB7B‐overexpressing Huh7 cells (claret, *n* = 3) treated with vehicle (Veh) or GW7647 (1 μM) for 24 h. (i) QPCR analysis of lipogenic genes in wild‐type (WT, black, *n* = 3) and Zbtb7b sgRNA‐containing lentivirus‐transduced CAS9‐expressing Huh7 cells (KO, red, *n* = 3) treated with vehicle (Veh) or T0901317 (T1317, 5 μM) for 24 h. (j) QPCR analysis of HMGCS2 expression in WT (black, *n* = 3) and KO cells (red, *n* = 3) treated with vehicle (Veh) or GW7647 (1 μM) for 24 h. The data in a–j are presented as the mean ± SD. a–d, WT versus ZLKO, e–h, Vec versus ZBTB7B, i–j, WT versus KO, two‐tailed unpaired Student's *t*‐test.

Key transcriptional factors, such as Srebp1c and Pparα, mediate hepatic de novo lipogenesis and fatty acid oxidation programs, respectively. To evaluate whether ZBTB7B expression influences SREBP1c‐ and PPARα‐mediated de novo lipogenesis and the fatty acid oxidation pathway, we further treated ZBTB7B‐overexpressing or Zbtb7b‐depleted AML12 and Huh7 cells with T0901317, an agonist of the liver X receptor (LXR)‐SREBP1c pathway that induces de novo lipogenesis, and GW7647, a ligand for PPARα, which increases hepatic β‐oxidation, to assess the expression of de novo lipogenic genes, lipid formation genes and fatty acid oxidation genes. The results showed that the overexpression of ZBTB7B inhibited LXR‐SREBP1c pathway activation‐induced lipogenic genes such as Srebp1c, Fasn, and Scd1 and promoted PPARα‐induced fatty acid oxidation genes, such as Hmgcs2, in the AML12, and Huh7 cell lines (Figure 4e–h). In contrast, the knockout of Zbtb7b in Huh7 cells promoted the expression of de novo lipid synthesis genes and inhibited the expression of fatty acid oxidation genes (Figure 4i,j). These results indicated that ZBTB7B expression may regulate de novo lipogenesis and fatty acid oxidation by modulating LXR‐SREBP1c‐ and PPARα‐mediated programs.

### 3.5 Knockout of Zbtb7b upregulates H19 expression

The above results indicate that ZBTB7B exacerbates the development of HCC by mediating LXR‐SREBP1c‐ and PPARα‐associated hepatic de novo lipogenesis and fatty acid oxidation programs. However, the molecular mechanism mediated by ZBTB7B expression remains unclear. Therefore, we performed RNA sequencing on liver RNA from WT and ZLKO mice. 

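Gene counts were analysed for liver RNA from 6 mice with floxed Zbtb7b alleles, 3 WT mice that had received a control adeno-associated virus and 3 ZLKO mice that had received a virus expressing Cre recombinase from the TBG promoter, which is active in hepatocytes. The paper gives 1 week of chow diet for these mice, and the deposited record gives a fast of 24 h, so both are stated here. The counts summed over named genes were 9354628, 9669017 and 9491658 in the WT livers and 9546954, 9530255 and 9708629 in the ZLKO livers, and Alb, the gene of serum albumin, was the most abundant gene in each. Counting error is therefore small for abundant liver genes and large for genes with a few counts per library. The authors deposited whole-number counts per gene symbol. The methods name HISAT2, HTSeq and DESeq2, whereas the submitters' processing notes name Bowtie2, RSEM 1.3.1, DESeq2 and the mm10 build, and no strand setting is given in the sources used here. The counts were scaled by TMM, genes with low counts were removed with filterByExpr, and WT and ZLKO livers were compared with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over the 13062 genes left. Replicates are separate mice, and no pair of libraries within a group differed by as little as sampling noise. CPM are counts scaled by TMM to a common library size, and log2 fold changes are ZLKO against WT. Lists of genes were fixed before the data were examined, and each list was compared with all other genes by camera with a preset inter-gene correlation of 0.01.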

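Zbtb7b transcripts fell in every ZLKO liver, and 7 other genes rose. Zbtb7b had counts of 578, 577 and 600 in the WT livers and 53, 84 and 61 in the ZLKO livers, which is 61.0 ± 2.77 CPM (SD, n = 3) against 6.94 ± 1.51 CPM (SD, n = 3). Its log2 fold change was -3.13 (SE 0.15, adjusted p = 0.000173 from edgeR's quasi-likelihood test). The genes that rose at an adjusted p under 0.05 were H19, Dcst1, Dcst2, Gsn, Cox6b2, Slc6a8 and Ppl, each by more than 1.5-fold, and Zbtb7b was the only gene that fell. Slc6a8, the creatine transporter, had a log2 fold change of 1.91 (SE 0.22, adjusted p = 0.0325). Cox6b2, a subunit of cytochrome c oxidase known from testis, had 2.48 (SE 0.30, adjusted p = 0.0425), and Ppl, which encodes the cytolinker periplakin, had 1.50 (SE 0.14, adjusted p = 0.00776). Dcst2 and Dcst1, which encode membrane proteins of the DC-STAMP domain family, lie directly beside Zbtb7b. Zbtb7b occupies positions 89377644 to 89394776 on the minus strand of chromosome 3 of GRCm38, and Dcst2 lies on the plus strand from 89361975 to 89377549, with 94 bp between them. Dcst2 had 0.481 ± 0.135 CPM (SD, n = 3) in WT and 15.0 ± 1.75 CPM (SD, n = 3) in ZLKO livers, a log2 fold change of 4.91 (SE 0.25, adjusted p = 0.000173). Dcst1, on the minus strand from 89350219 to 89365253, had 3 counts in the WT livers together and 196 in the ZLKO livers, a ratio of scaled counts of 66.2 (95% exact interval 22.3 to 324, for counting error only). The last 2 genes overlap each other by 3279 bp on opposite strands, so without a stated strand setting their reads cannot be assigned with certainty. The 10 other tested genes within 100 kb of Zbtb7b, examined after the values of Dcst1 and Dcst2 were seen, had log2 fold changes from -0.51 to 0.57. Of these edgeR and DESeq2 called 0, and 1 had an unadjusted p under 0.05.

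**Figure D1:**
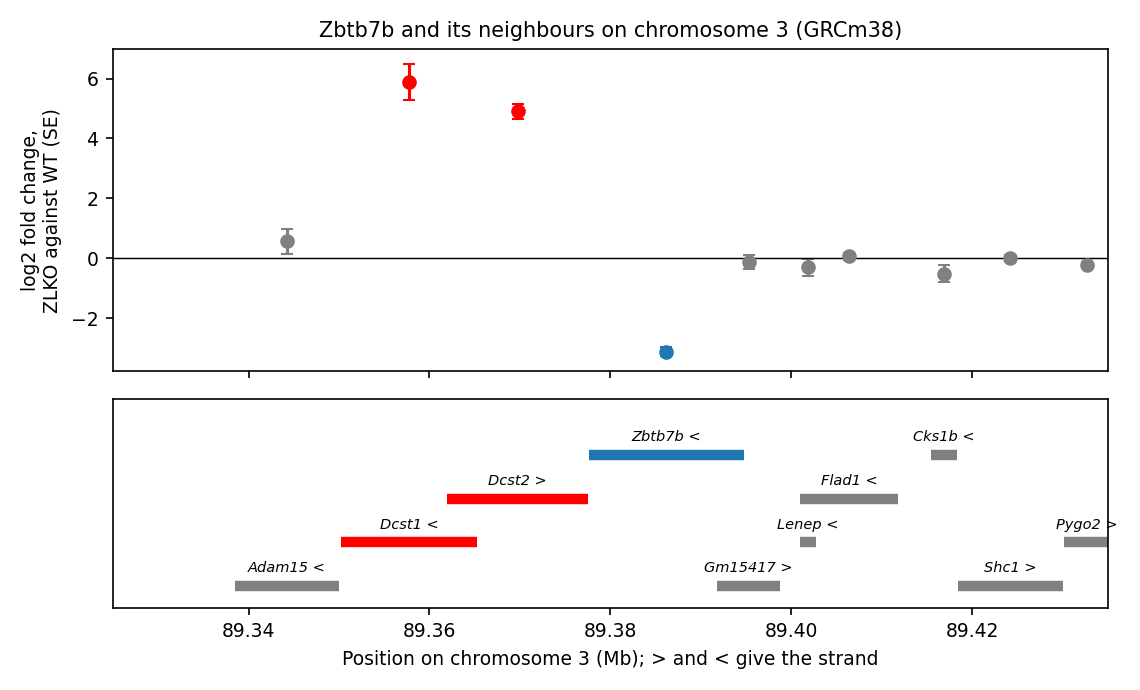
Log2 fold change of ZLKO against WT livers (upper panel, points with SE bars, n = 3 mice per group) for the tested genes around Zbtb7b, and their positions in Mb on chromosome 3 of GRCm38 (lower panel, strand as > or <). Red marks genes that rose, blue marks Zbtb7b, which fell, and grey marks genes that did not pass the test; Dcst2 (4.91) and Dcst1 lie on the 3' side of Zbtb7b (-3.13).

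For all 8 genes the 3 ZLKO livers lay on one side of the 3 WT livers, a separation with an exact permutation p of 0.10, the smallest that 3 mice against 3 allow. Of the 13062 genes tested, 1812 (13.9%) were separated in this way, against 10% by chance. The 8 genes were called on these same libraries, so their separation adds no support. Dcst2, Gsn and Zbtb7b passed with each library left out in turn, whereas Ppl, Dcst1 and Slc6a8 each lost the call without WT replicate 2 (adjusted p = 0.124 for each), Ppl also without WT replicate 3 (0.0673), Dcst1 without ZLKO replicate 4 or 5 (0.0557 and 0.0623), Slc6a8 without WT replicate 3 or ZLKO replicate 4 or 5 (0.131, 0.0847 and 0.129) and Cox6b2 without any library but ZLKO replicate 6 (0.0592 to 0.24). Slc6a8 and Cox6b2 also lost the call with total counts only (0.0534 for each) and with at least 10 counts required in every library (0.0612 and 0.0671). Without WT replicate 2 the genes that rose numbered 2, and DESeq2 called 70 genes higher and 12 lower.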

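Of 37 gene lists with at least 3 tested members, 3 were higher and 3 were lower in ZLKO livers by camera, and none of the 6 calls held when the correlation was estimated for each list. All 32 measured interferon-stimulated genes, induced in antiviral responses, had negative log2 fold changes with a median of -0.58. The list was lower (adjusted p = 2.11e-12 by camera; adjusted p = 0.691 with an estimated correlation), while over all genes edgeR called 0 members, 20 had an unadjusted p under 0.05, DESeq2 called 1 (Ifi27l2b) and limma-voom called 0, and 9 were lower by edgeR when adjusted over the list alone. Among them, Ifi27l2b had a log2 fold change of -1.06 (adjusted p = 0.333 from edgeR), Isg15 had -0.88 (adjusted p = 0.434) and Ifih1, a sensor of double-stranded RNA, had -0.56 (adjusted p = 0.369). Ifi27l2b, Ifih1 and Apol9b are drawn as lower in Fig. 5a from these samples, and their values had been seen there. For these members the list is not independent evidence, and it was not tested without them. The mean log2 CPM over this list was 3.68, 4.37 and 4.21 in the WT livers and 3.50, 3.73 and 3.30 in the ZLKO livers (exact permutation test, two-sided, p = 0.2). Kupffer cell and macrophage markers were lower as a list (adjusted p = 0.0321; adjusted p = 0.952 with an estimated correlation), with Timd4 at -0.69 and Clec4f at -0.42, neither of which passed the test. Liver endothelial markers were also lower as a list (adjusted p = 0.0377; adjusted p = 0.952 with an estimated correlation), with Stab1 at -0.53 and Clec4g at -0.54, neither of which passed. ZLKO replicate 6 stood apart in these cell types, with Kupffer cell markers at a median 3.32-fold lower and endothelial markers 3.19-fold lower than the mean of the other 5 libraries, while hepatocyte markers differed by a median log2 value of 0.05. Without ZLKO replicate 6 the adjusted p was 0.741 for the Kupffer cell list, 0.725 for the endothelial list and 1.28e-10 for the interferon-stimulated list. Their median log2 fold changes were then -0.01, 0.09 and -0.51 in that order. The Kupffer cell call also ended without WT replicate 2 (adjusted p = 0.135), and the endothelial call ended without WT replicate 1, 2 or 3 (adjusted p = 0.171, 0.0541 and 0.0653), with limma-voom and with total counts only; both ended with at least 10 counts required in every library. Genes of cholesterol synthesis were higher as a list (adjusted p = 0.0377; adjusted p = 0.952 with an estimated correlation), with 20 of 22 members above 0, 0 called by edgeR or DESeq2 on their own and 3 at an unadjusted p under 0.05; Dhcr7, the reductase of the last step to cholesterol, had 0.65 and Tm7sf2 had 0.31. This call ended without WT replicate 1 (adjusted p = 0.173), without WT replicate 3 (adjusted p = 0.455) and without ZLKO replicate 6 (adjusted p = 0.968, median -0.07), with limma-voom and with at least 10 counts required in every library. With H19 left out of the lists that hold it, a setting chosen after the results were seen, 0 lists were higher and 2 lower. The cholesterol call then ended, as did the endothelial call, because their adjusted p depends on how many lists rank above them. Other divisions of the 6 libraries into groups of 3 called up to 14 lists.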

Heatmap and volcano plot showing the significantly upregulated and downregulated genes in the ZLKO mouse livers. Among them, H19 was the most highly upregulated gene upon Zbtb7b depletion (Figure 5a,b). 

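H19, an imprinted long noncoding RNA, rose in every ZLKO liver from at most 11 counts in a WT liver. It had counts of 5, 11 and 7 in the WT livers and 3598, 1018 and 1933 in the ZLKO livers, or 0.793 ± 0.298 CPM (SD, n = 3) against 233 ± 145 CPM (SD, n = 3). H19 lies on the minus strand of chromosome 7 of GRCm38 from 142575529 to 142578143. Its fitted log2 fold change of 8.17 (SE 0.62, adjusted p = 0.00227 from edgeR's quasi-likelihood test) was the largest among the 7 genes that rose, ahead of Dcst1 with 5.89. Dcst1 rested on 3 WT counts, and its interval for counting error reached 324-fold, above the fitted 287-fold of H19. Their order is therefore uncertain. Shbg, the gene of sex hormone-binding globulin, had 0 counts in the WT livers and 75 in the ZLKO livers, at least 25.4-fold higher against a floor of 3 counts over the group, and did not pass edgeR's test (adjusted p = 0.0609), although it passed with DESeq2, with limma-voom and with no filter on low counts. It was chosen after its values were seen. Gsn, which encodes the actin-severing protein gelsolin and lies on chromosome 2 from 35256380 to 35307892, rose from 24.6 ± 6.75 CPM (SD, n = 3) to 365 ± 105 CPM (SD, n = 3), a log2 fold change of 3.89 (SE 0.27, adjusted p = 0.00121). Serpina1e, a serine protease inhibitor gene of the alpha-1-antitrypsin family, had 127 ± 119 CPM (SD, n = 3) in WT and 3031 ± 1405 CPM (SD, n = 3) in ZLKO livers, with a log2 fold change of 4.57 (SE 0.75, adjusted p = 0.115) that did not pass. It passed without WT replicate 1, at 5.64 (adjusted p = 0.0464), with limma-voom, at 5.13 (adjusted p = 0.0297), with DESeq2 and with no filter on low counts. Its near-identical paralogs may share reads with it, and those tested had log2 fold changes between -0.17 and 0.18.

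**Figure D2:**
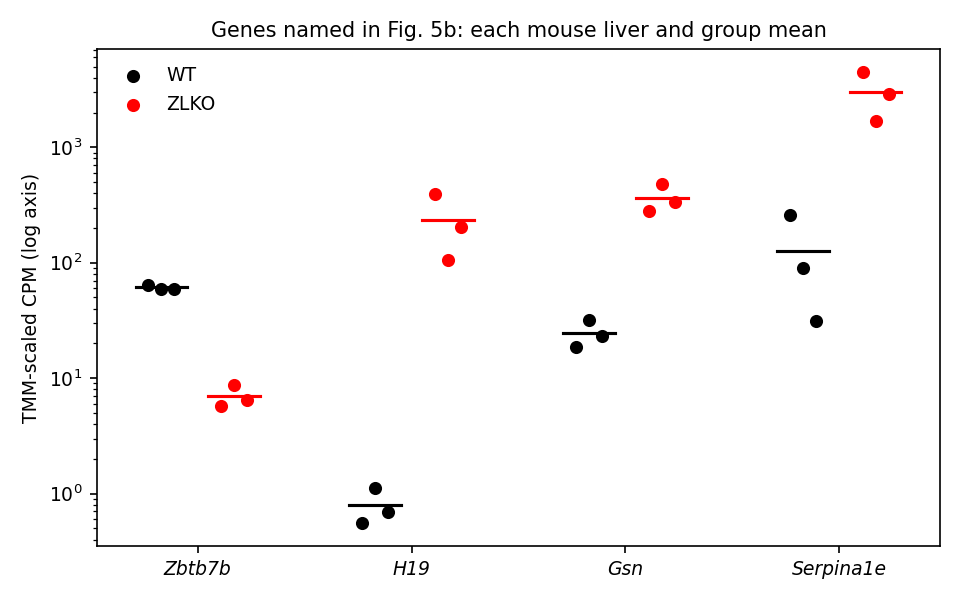
TMM-scaled CPM on a log axis for the genes named in Fig. 5b, with a point for each mouse liver (WT black, ZLKO red, n = 3 per group) and a line at each group mean. The ZLKO livers lie below the WT livers for Zbtb7b and above them for H19 (means 0.793 and 233), Gsn and Serpina1e.

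H19 was the 1 member that rose by edgeR in each of the lists that hold it. The fetal liver and HCC marker list, with 14 genes tested, was higher (adjusted p = 0.00762 by camera; adjusted p = 0.691 with an estimated correlation), and so was the imprinted gene network, with 17 tested (adjusted p = 0.0328; adjusted p = 0.691 with an estimated correlation). Because H19 entered these lists as the gene the study reports on these samples, the lists are not independent evidence, and with H19 left out their adjusted p was 0.0748 and 0.173. Both calls also ended without WT replicate 1 (adjusted p = 0.173 and 0.0664), and the imprinted list's ended without ZLKO replicate 4 (adjusted p = 0.188) and with the 20 most abundant genes left out; both ended with at least 10 counts required in every library, and the fetal list's with no filter on low counts. Igf2, the neighbour of H19 in the same imprinted domain, had a log2 fold change of 1.44 (adjusted p = 0.533), Meg3 had 3.23 (adjusted p = 0.352) and Cdkn1c had 0.54 (adjusted p = 0.71), none past edgeR's test. Over the alternatives Igf2 ranged from 1.15 to 2.21, Meg3 from 2.48 to 4.04 and Cdkn1c from 0.31 to 0.72. Meg3 passed with DESeq2 and with no filter on low counts. Without WT replicate 2 the adjusted p of H19 from edgeR was 0.0512, at a log2 fold change of 8.51. Without WT replicate 3 the WT livers left had 0 counts of Dcst1, so that its order against H19 stays open there as well. After the rise of H19, the paper measured it by qPCR in ZLKO livers on chow, high-fat and MASH diets and in an oncogene model. It also reports lower H19 in Huh7 cells with ZBTB7B overexpressed, higher H19 in Huh7 cells without ZBTB7B, and a negative correlation in human HCC. From these results it proposes that Zbtb7b holds H19 down in the liver.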

In an HCC dataset from the TCGA database, we observed increased ZBTB7B expression and decreased H19 expression in HCC patients compared with healthy individuals (Figure 5c). Interestingly, we also noticed a negative correlation between ZBTB7B and H19 expression in the TCGA database and a group of human HCC samples (Figure 5d,e and Table S2). Furthermore, we verified that H19 was upregulated in the livers of ZLKO mice fed a chow diet, HFD, MASH diet and driven HCC by expressing oncogenes (Figures 5f–h and S2k). In addition, the overexpression of ZBTB7B in Huh7 cells downregulated H19 expression, whereas Zbtb7b‐knockout Huh7 cells upregulated H19 expression, indicating that Zbtb7b cell‐autonomously suppressed H19 expression (Figure 5i). H19 is the first lncRNA to be identified and defined as an imprinted gene with a conserved secondary structure (Hashemi et al., 2022). Increasing evidence suggests that H19 plays a crucial role in various human cancers, including HCC (Raveh et al., 2015). Importantly, we detected a significant positive correlation between H19 and the de novo lipogenesis genes SREBP1 and SCD, and a significant negative correlation with the fatty acid oxidation gene EHHADH in an HCC dataset from the TCGA database (Figure 5j). These results suggest that Zbtb7b suppresses H19 expression in the liver during MASLD progression and HCC development. The inhibition of H19 by Zbtb7b may play an important role in regulating hepatic de novo lipogenesis and fatty acid oxidation processes.

**FIGURE 5:**
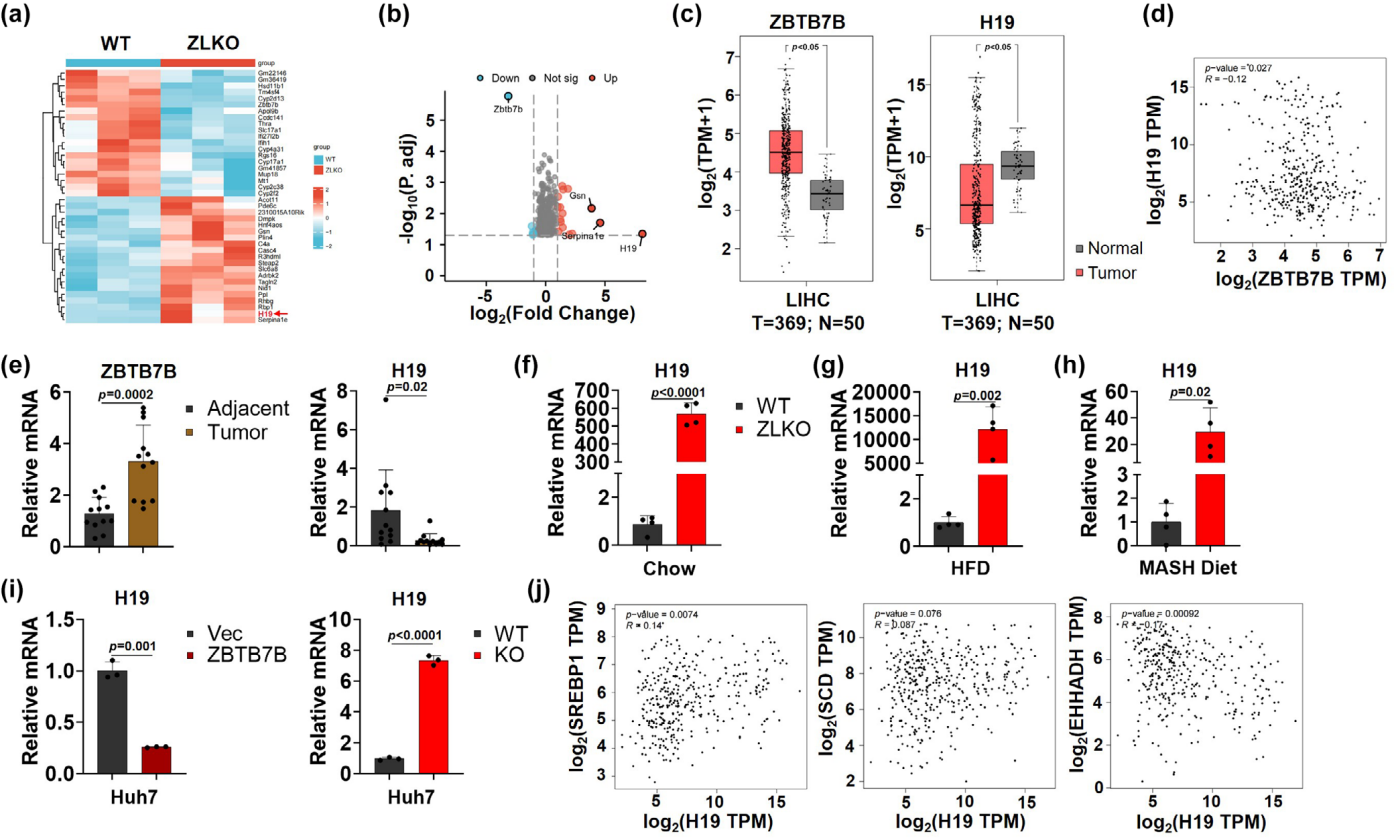
ZBTB7B knockout induces H19 expression. (a) Heatmap showed the differentially expressed genes identified by RNA sequencing in the livers of AAV‐TBG‐control (WT, left, *n* = 3)‐ and AAV‐TBG‐Cre‐injected Zbtb7b^flox/flox^ (ZLKO, right, *n* = 3) mice fed a chow diet for 1 week. (b) Volcano plot presented the upregulated (red) and downregulated (blue) genes in the livers of AAV‐TBG‐Cre‐injected Zbtb7bflox/flox (ZLKO) mice compared with those in the livers of AAV‐TBG‐control‐injected (WT) mice. (c) GEPIA (https://gepia.cancer‐pku.cn/) was used to determine the expression profiles of ZBTB7B and H19 in human HCC tissues (red) and normal tissues (gray). (d) Scatter plot obtained from GEPIA showing the negative correlation between ZBTB7B and H19 in human HCC tissues. (e) QPCR analysis of the expression of ZBTB7B and H19 in human HCC tissues (yellow, *n* = 12) and adjacent tissues (black. *n* = 12). (f–h) QPCR analysis of H19 expression in the livers of WT (black, *n* = 4) and ZLKO mice (red, *n* = 4) after chow diet feeding for 1 week (f), HFD feeding for 5 months (g) and MASH diet feeding for 7 months (h). (i) H19 expression in vector (Vec, black, *n* = 3) and ZBTB7B‐overexpressing (ZBTB7B, claret, *n* = 3) or wild‐type (WT, black, *n* = 3) and Zbtb7b‐knockout (KO, red, *n* = 3) Huh7 cells was measured via qPCR. (j) Scatter plots obtained from GEPIA showed the correlations between H19 and SREBP1, SCD or EHHADH in human HCC tissues. The data in c, e–i are presented as the mean ± SD. C, Normal versus Tumor, E, Adjacent versus Tumor, f–h, WT versus ZLKO, i, Vec versus ZBTB7B (left), WT versus KO (right), two‐tailed unpaired Student's *t*‐test.

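The 20 genes drawn as higher in Fig. 5a all had positive log2 fold changes, and the 20 drawn as lower all had negative ones. Of those drawn as higher, 4 passed the test over all genes (H19, Gsn, Ppl and Slc6a8) and 16 did not. Of the 20 drawn as lower, Zbtb7b passed and 19 did not. Both lists were chosen by the study on these samples, so that all 40 passed when adjusted over the list alone is not independent evidence. Among the genes drawn as higher, Plin4, a lipid droplet coat protein, had a log2 fold change of 1.42 (SE 0.23, adjusted p = 0.108 from edgeR's quasi-likelihood test), and Acot11, an acyl-CoA thioesterase, had 2.00 (SE 0.37, adjusted p = 0.156). Steap2, a metalloreductase, had 1.26 and Pde6c, a phosphodiesterase subunit known from cone cells, had 2.28. Values for C4a, Rhbg and Nid1 were 1.24, 1.05 and 0.92. Among those drawn as lower, Tm4sf4 had a log2 fold change of -0.87 (SE 0.13, adjusted p = 0.0951), and Cyp2f2, a cytochrome P450 of periportal hepatocytes, had -1.01 (SE 0.30, adjusted p = 0.439). Hsd11b1, the reductase that regenerates active glucocorticoid, had -0.75, Cyp4a31, a fatty acid hydroxylase, had -0.89, Slc17a1 had -1.05, Mup18, a major urinary protein gene whose near-identical copies may share reads, had -1.15, and Apol9b had -0.63. DESeq2 called all 20 of the genes drawn as higher and 9 of those drawn as lower.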

### 3.6 H19 overexpression offsets the protective effect of Zbtb7b on the proliferation and migration of hepatic cells

To evaluate whether Zbtb7b protects against HCC progression by downregulating H19, we overexpressed H19 in ZBTB7B‐overexpressing AML12 and Huh7 cells. Consistent with previous results, in both AML12 and Huh7 cells, ZBTB7B overexpression suppressed cell proliferation, as measured by CCK8 assays and colony formation assays (Figure 6a–d), and cell migration, as measured by wound healing assays (Figure 6e,f). Intriguingly, H19‐expressing cells significantly enhanced cell proliferation and migration and attenuated the inhibitory effect induced by ZBTB7B expression in both AML12 cells and Huh7 cells. These results demonstrate that H19 is a key oncogenic factor that is suppressed by Zbtb7b in normal hepatocytes and HCC cells.

**FIGURE 6:**
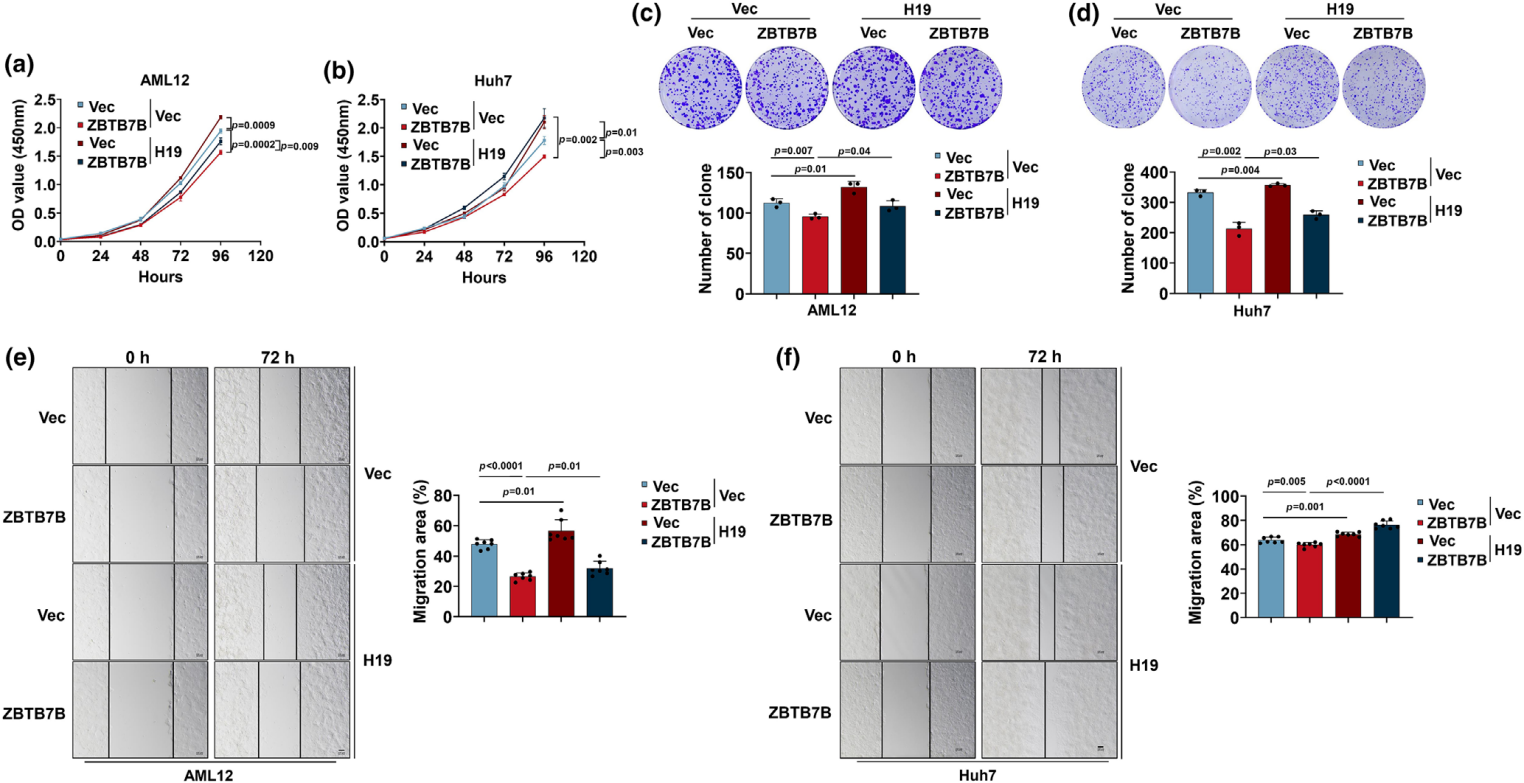
Zbtb7b overexpression inhibits hepatic cell proliferation and migration by suppressing H19 expression.(a–d) Vector (Vec) and H19 were stably transduced by retrovirus in vector (Vec, *n* = 3) and ZBTB7B‐overexpressing (ZBTB7B, *n* = 3) AML12 (a, c) and Huh7 (b, d) cells. The proliferation ability of the cells was detected via Cell Counting Kit‐8 (CCK‐8, a, b) and colony formation assays (c, d). (e, f) Vec and H19 were overexpressed in vector (Vec, *n* = 3)‐ and ZBTB7B‐overexpressing (ZBTB7B, *n* = 3) AML12 (e) and Huh7 (f) cells. The wound healing assays were performed with these cells, and the wound sizes (*n* = 7) were measured at 0 and 72 h after scratching. Scale bar = 100 μm. The data in A‐B represent the mean ± SD. Vec versus ZBTB7B, two‐way ANOVA with multiple comparisons. The data in c–f are presented as the mean ± SD., two‐tailed unpaired Student's *t*‐test.

## 4 DISCUSSION

Metabolic dysfunction in the liver is tightly linked to liver diseases, including MASLD and HCC. MASLD is a spectrum of liver damage ranging from simple fatty liver to hepatic fibrosis and eventually to HCC. The overwhelming deposition of lipids in the liver, which consists of triglycerides, causes steatosis and is a diagnostic marker of MASLD progression. The amount of hepatic triglycerides is modulated by the de novo synthesis of fatty acids and their degradation by oxidation. To date, the aberrant synthesis of fatty acids is widely known as an important risk factor that drives MASLD progression. It is well documented that increased lipid accumulation in the liver is controlled by abnormally induced de novo lipogenesis via increased expression of the master regulator SREBP1c. On the other hand, the induction of fatty acid oxidation by PPARα, a key regulator of fatty acid oxidation, suppresses triglyceride formation and lipid accumulation in the liver. Therefore, a specific activator of PPARα has been developed as a potential therapeutic approach for MASLD (Monroy‐Ramirez et al., 2021, Pawlak et al., 2015). However, whether an endogenous compensatory mechanism occurs in the early stage of MASLD to reduce MASLD‐to‐HCC progression is not well understood. In this study, we demonstrated that the upregulated expression of Zbtb7b along with MASLD‐related HCC progression impedes the de novo lipogenesis process and enhances fatty acid oxidation. Zbtb7b depletion accelerated the MASLD process by increasing the plasma and liver TG and cholesterol contents and leading to hepatic steatosis and inflammation upon HFD feeding. Under diet‐induced MASH conditions, Zbtb7b deficiency directly drove HCC development. These findings suggest that Zbtb7b mediates a compensatory pathway that is critical for protecting the liver from MAFLD‐related HCC progression. Interestingly, loss of Zbtb7b further aggravated oncogene‐driven HCC development, indicating that metabolic dysregulation may also augment HCC cells malignancy. In support of this, the overexpression of ZBTB7B largely inhibited HCC cells proliferation and migration, probably by reducing de novo lipogenesis and increasing fatty acid oxidation to clear excess synthesized fatty acids in HCC cells. Currently, fatty acids are widely considered beyond serving as energy buffers to support tumor growth but function as signaling molecules that activate oncogenic pathways. Studies have shown that Zbtb7b knockout promotes oncogene‐induced tumor formation by activating the c‐Jun, Erk and NF‐κB pathways (Chen et al., 2022; Xia et al., 2021; Zhu et al., 2024), whereas our study revealed that fatty acid synthesis controlled by Zbtb7b plays a critical role in MASLD‐related HCC, probably in synergy with known Zbtb7b‐regulated pathways in driving tumor initiation and progression. Importantly, we demonstrated that Zbtb7b expression negatively regulates H19 expression. This result is supported by the negative correlation between Zbtb7b expression and H19 in mouse and human liver samples. H19 exerts its oncogenic effects via different mechanisms, which might depend on the type of cancer (Gamaev et al., 2021, Wang, Ye, et al., 2016, Yan et al., 2017). Notably, H19 expression augments de novo lipogenesis (Liu et al., 2018). A decrease in H19 suppresses hepatic de novo lipogenesis via the inhibition of PPARγ‐mediated SREBP1c activation (Liu et al., 2019). In this study, we revealed that the upregulation of H19 in hepatic Zbtb7b‐deficient mice may regulate both de novo lipogenesis and fatty acid oxidation programs. The overexpression of H19 in ZBTB7B‐overexpressing HCC cells attenuated the inhibitory effect of Zbtb7b by reactivating de novo lipogenesis and halting fatty acid oxidation, however, the detailed mechanisms by which Zbtb7b suppresses H19 expression need further investigation.

Overall, we revealed that Zbtb7b upregulation in the liver during MASLD to HCC progression functions as a defense mechanism. Zbtb7b mainly plays a role in decreasing fatty acid synthesis and increasing oxidation by H19, indicating that Zbtb7b overexpression could be a potential strategy for restricting MASLD‐related HCC development.

### 4.1 Limitations of the study

Most of our studies were performed at the transcriptional level, which limits the interpretation of gene function at the protein level. Although Zbtb7b and H19 expression was strongly correlated with the expression of lipogenesis‐ and fatty acid oxidation‐related genes, more evidence is needed to confirm the regulation of Zbtb7b on the expression of these genes via H19. The detailed mechanism also needs to be further investigated in future research.

## AUTHOR CONTRIBUTIONS

Y.H., H.J., and X.Y.Z. conceived the project and designed the research. Y.H. performed the majority of the studies. K.W., X.P., Y.F., and W.L. performed some animal and cell experiments. Y.H., J.M., H.J., and X.Y.Z. analyzed the data and wrote the manuscript.

## FUNDING INFORMATION

This work was supported by the National Key R&D Program of China (2023YFA1800802, 2020YFA0803603 to X.Y.Z.), the National Natural Science Foundation of China (82,070,894 to X.Y.Z.), and the Science and Technology Commission of Shanghai Municipality (22ZR1479800 to X.Y.Z.). Shanghai Frontiers Science Center of Cellular Homeostasis and Human Diseases. Innovative research team of high‐level local universities in Shanghai (SHSMU‐ZDCX20212501 to X.Y.Z.).

## CONFLICT OF INTEREST STATEMENT

The authors declare that they have no competing interests.

## ETHICS STATEMENT

The experimental protocol was approved by the University Committee on the Use and Care of Animals at Shanghai Jiao Tong University (Reference Number: A2022‐064). The research was prospectively reviewed and approved by the Ethics Committee of Zhongshan Hospital (Reference Number: 2022BAT6946), and informed consent was obtained from the participants. All the research was conducted in accordance with both the Declarations of Helsinki and Istanbul.

## Supporting information

Data S1:

## Data Availability

The RNA‐seq data files have been deposited in the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/) under accession number GSE277617. The authors confirm that the datasets used and analyzed during the current study are available from the corresponding author upon reasonable request.

# Supplementary material for: Zbtb7b defines a compensatory mechanism in MASLD‐related HCC progression by suppressing H19‐mediated hepatic lipid deposition
**Source:** Physiol Rep. 2024 Dec 23;12(24):e70160. doi: 10.14814/phy2.70160
**Supplement:** Supplementary file 1 — Data S1:

**Supplemental Information**

**FIGURES**

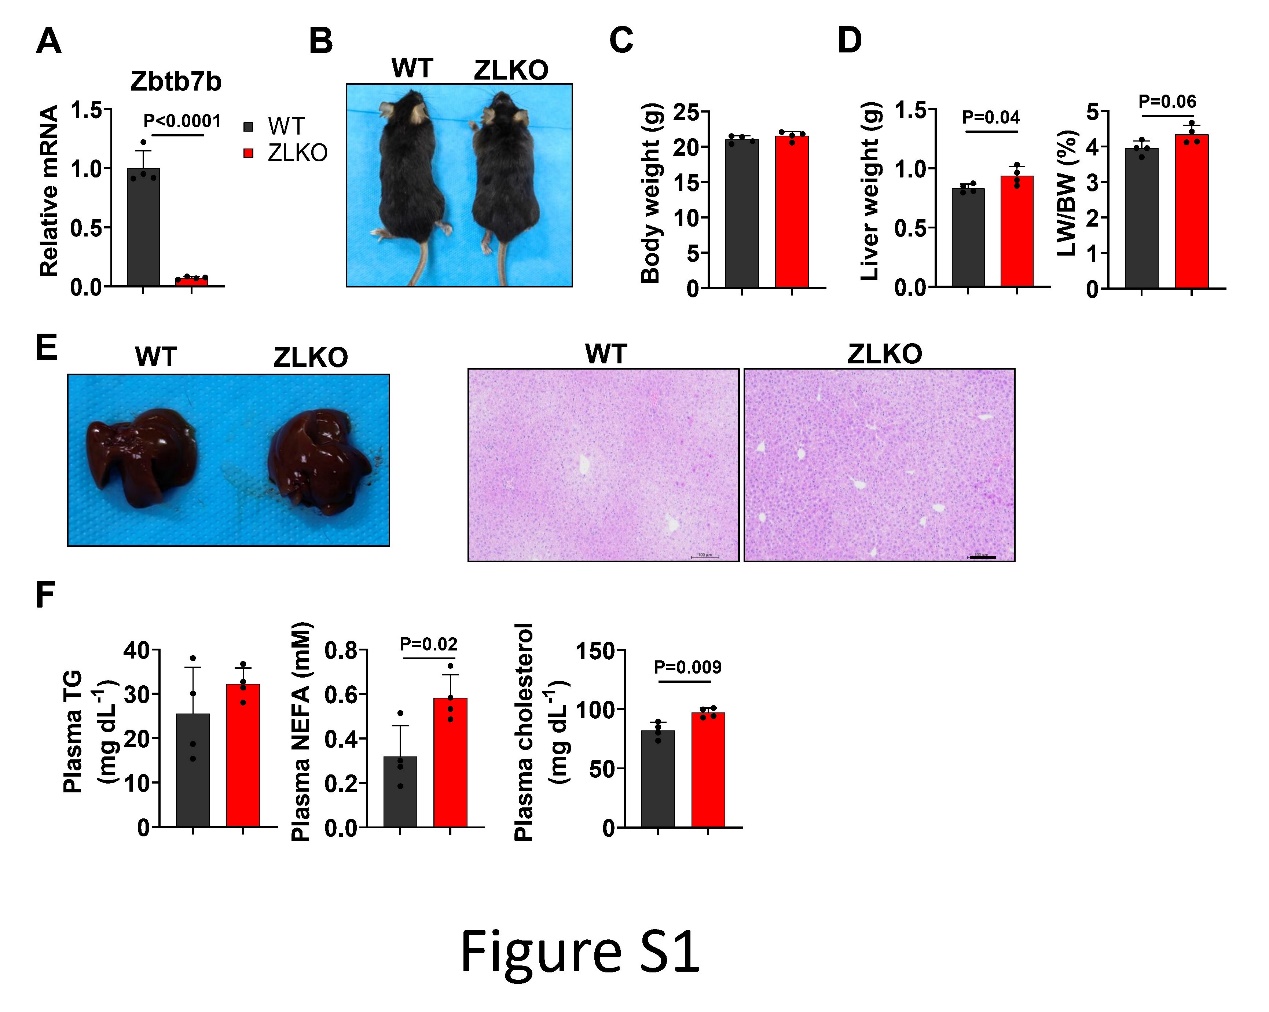

**Figure S1. Zbtb7b knockout regulates lipid metabolism in chow-diet fed mice.**

1. QPCR analysis of Zbtb7b expression in the liver of AAV-TBG-control (WT, black, n=4) and AAV-TBG-Cre-injected Zbtb7b^flox/flox^ (ZLKO, red, n=4) mice fed chow diet for one week.
2. General images of WT and ZLKO mice fed chow diet for one week.
3. The body weights of WT and ZLKO mice after one week chow-diet feeding.
4. Column plots of the liver weights (left) and liver-to-body weight ratios (right) of WT and ZLKO mice after chow-diet feeding.
5. General images of the livers and hematoxylin and eosin (H&E) staining (scale bar=100 μm) of livers of WT and ZLKO mice after chow-diet feeding for one week.
6. Column plots of the plasma triglyceride (TG, left), non-esterified fatty acid (NEFA, middle), and cholesterol (right) contents of WT and ZLKO mice.

The data in A, C-D and F represent as mean ± SD. WT vs. ZLKO, two-tailed unpaired Student’s t-tests.

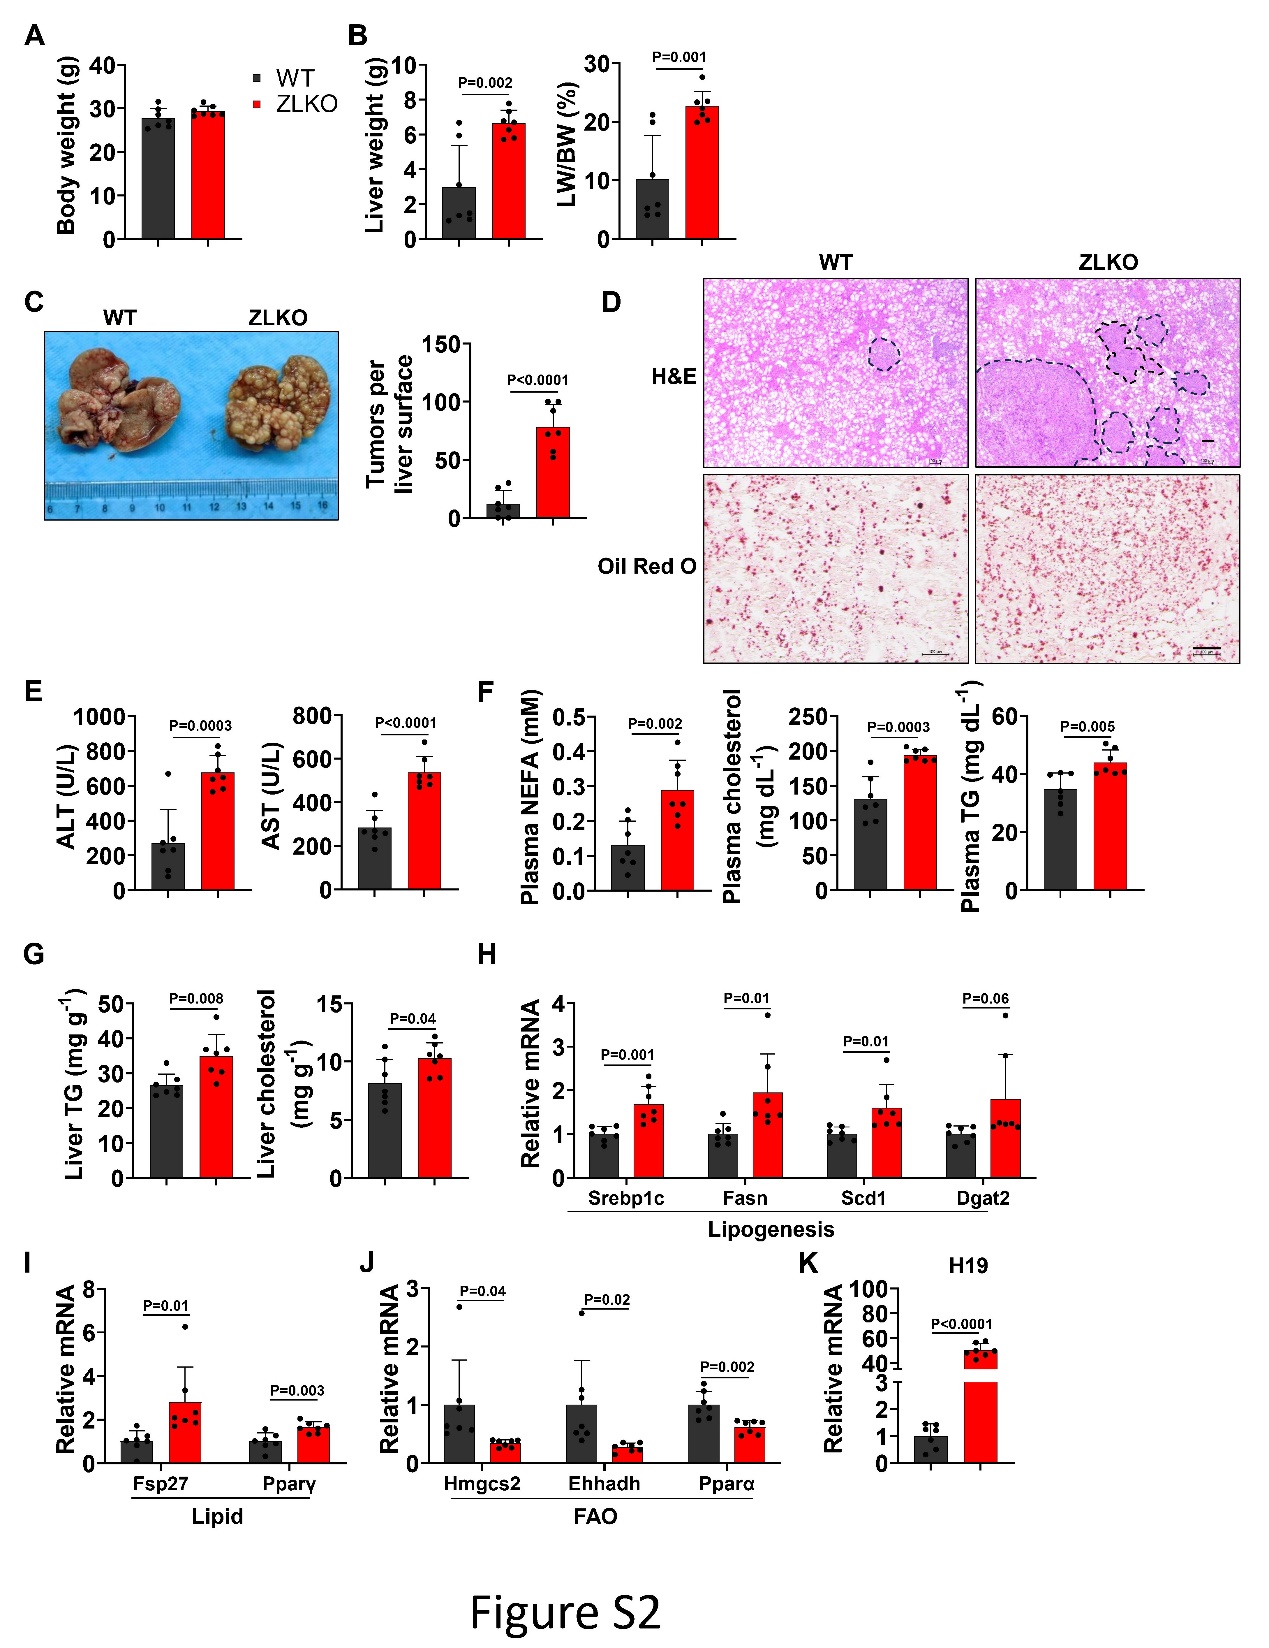

**Figure S2. Zbtb7b knockout promotes Akt/N-Ras-induced HCC.**

1. Body weights of AAV-TBG-control (WT, black, n=7) and AAV-TBG-Cre-injected Zbtb7b^flox/flox^ (ZLKO, red, n=7) mice after hydrodynamic transfection (HDT) of Akt/N-Ras vectors along with SB100 injected and fed with chow diet for four weeks.
2. Liver weights (left) and liver-to-body weight ratios (right) of WT and ZLKO mice after HDT of Akt/N-Ras vectors.
3. Representative liver images (left) of WT and ZLKO mice after HDT of Akt/N-Ras vectors. Column plot (right) shows the number of tumors per liver surface in WT and ZLKO mice.
4. H&E staining and Oil Red O staining of WT and ZLKO mice after HDT of Akt/N-Ras vectors (scale bar=100 μm).
5. Plasma ALT (left) and AST (right) levels in WT and ZLKO mice.
6. Plasma non-esterified fatty acid (NEFA, left), cholesterol (middle) and triglyceride (TG, right) levels in WT and ZLKO mice.
7. Liver TG (left) and cholesterol (right) contents in WT and ZLKO mice.

(H-J) QPCR analysis of hepatic genes involved in lipogenesis (H), lipid information (Lipid, I) and fatty acid oxidation (FAO, J) in AAV-TBG-control (WT) and AAV-TBG-Cre-injected Zbtb7b^flox/flox^ (ZLKO) mice after HDT of Akt/N-Ras vectors.

(K) QPCR analysis of H19 expression in WT and ZLKO mice after HDT of Akt/N-Ras vectors.

The data in A-C, E-K represent as mean ± SD. WT vs. ZLKO, two-tailed unpaired Student’s t-tests.

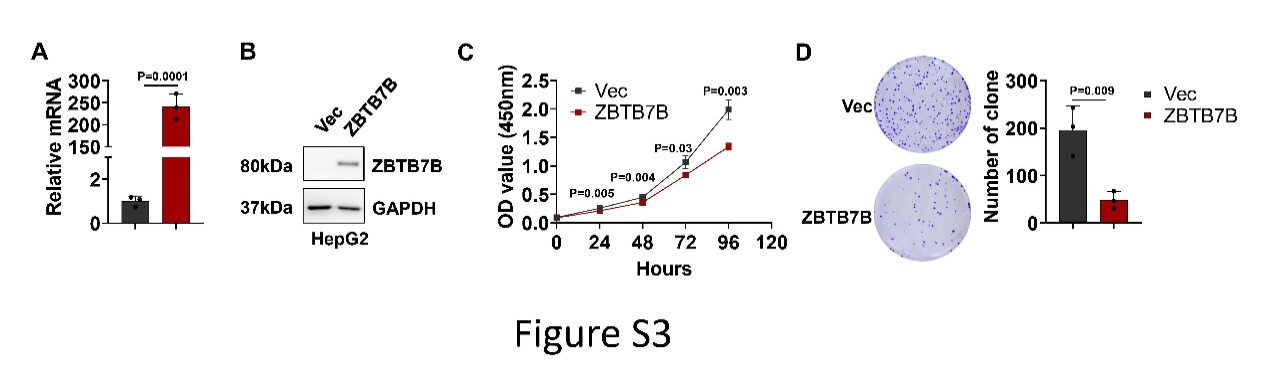

**Figure S3. Zbtb7b inhibits the proliferation of HepG2 cells.**

(A) QPCR analysis of the expression of ZBTB7B in Vec- (black, n=3) and ZBTB7B-overexpressing HepG2 cells (claret, n=3).

(B) Immunoblotting of lysates from vector (Vec) and ZBTB7B-overexpressing (ZBTB7B) HepG2 cells.

(C) The proliferation ability of Vec- and ZBTB7B-overexpressing HepG2 cells was measured via Cell Counting Kit‑8 (CCK-8).

(D) The colony formation ability of Vec- and ZBTB7B-overexpressing HepG2 cells was measured via colony formation assays.

The data in A, D are presented as the mean ± SD. Vec vs. ZBTB7B, two-tailed unpaired Student’s t-test. The data in C represent the mean ± SD. Vec vs. ZBTB7B, two-way ANOVA with multiple comparisons.

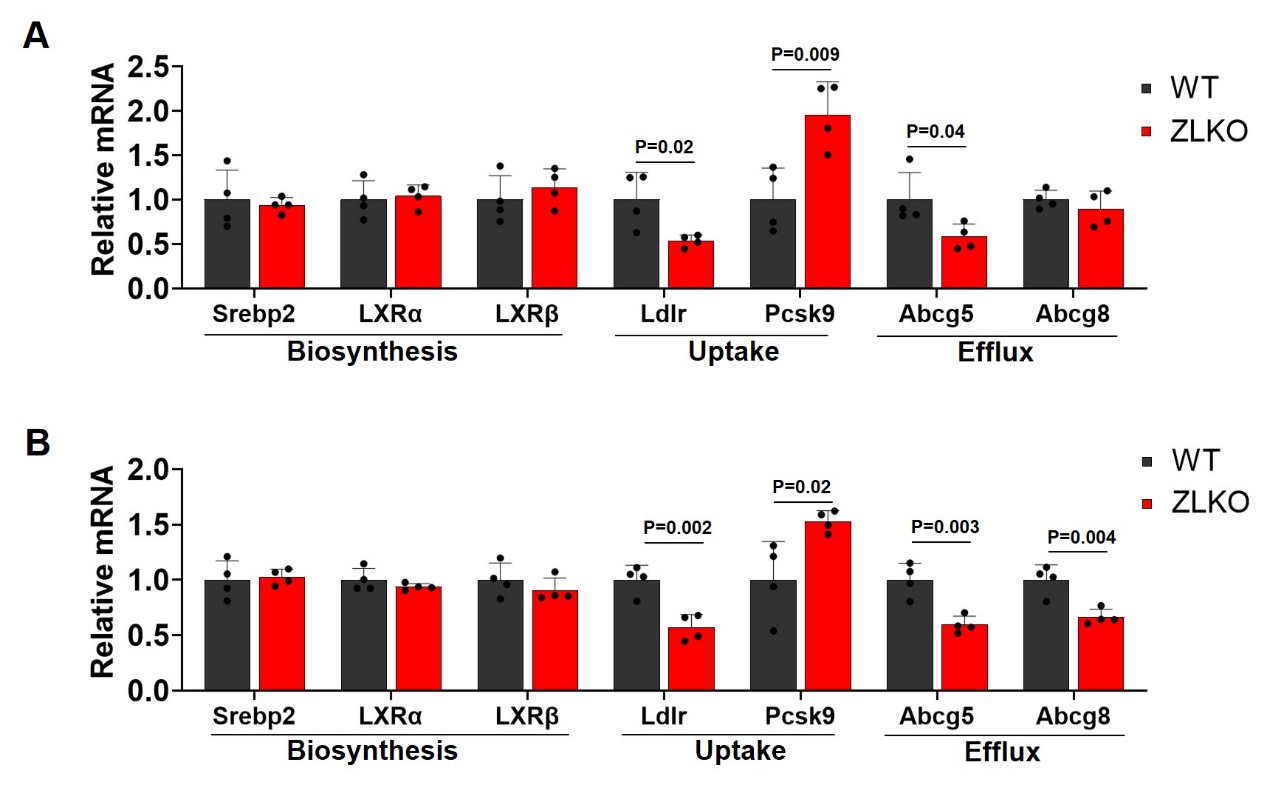

**Figure S4. Deficiency of Zbtb7b mediates cholesterol biosynthesis, uptake and efflux-related gene expression in hepatocytes.**

(A-B) QPCR analysis of hepatic genes involved in cholesterol biosynthesis, uptake and efflux in AAV-TBG-control (WT, black, n=4) and AAV-TBG-Cre-injected Zbtb7bflox/flox (ZLKO, red, n=4) mice after chow diet feeding for one week (A) and HFD feeding for 5 months (B). The data in A-B are presented as the mean ± SD, WT vs. ZLKO, two-tailed unpaired Student’s t test.

**Table S1. Primer lists of qPCR.**

| Mouse | Forward | Reverse |
| --- | --- | --- |
| Zbtb7b | CTCACCCATCCCTTGACCTA | CCAGCTCCTCTGGTGATAGC |
| H19 | GAACAGAAGCATTCTAGGCTGG | TTCTAAGTGAATTACGGTGGGTG |
| Srebp1c | GATGTGCGAACTGGACACAG | CATAGGGGGCGTCAAACAG |
| Fasn | GGAGGTGGTGATAGCCGGTAT | TGGGTAATCCATAGAGCCCAG |
| Scd1 | GCTGGAGTACGTCTGGAGGAA | TCCCGAAGAGGCAGGTGTAG |
| Dgat2 | GCGCTACTTCCGAGACTACTT | GGGCCTTATGCCAGGAAACT |
| PPARα | GCAGTGCCCTGAACATCGA | CGCCGAAAGAAGCCCTTAC |
| PPARγ | CTGACCCAATGGTTGCTGAT | GGTGGAGATGCAGGTTCTAC |
| Ehhadh | CAGATGAAGCACTCAAGCTTG | ACCTTGGCAATGGCTTCTGCA |
| Fsp27 | TCGACCTGTACAAGCTGAACCCT | AGGTGCCAAGCAGCATGTGACC |
| Col1a1 | AAGAGGCGAGAGAGGTTTCC | AGAACCATCAGCACCTTTGG |
| Col1a2 | GTAACTTCGTGCCTAGCAACA | CCTTTGTCAGAATACTGAGCAGC |
| Col3a1 | CTGTAACATGGAAACTGGGGAAA | CCATAGCTGAACTGAAAACCACC |
| Col5a2 | ACAGGTGAAGTGGGATTCTCA | CCATAGCACCCATTGGACCA |
| Col5a3 | CGGGGTACTCCTGGTCCTAC | GCATCCCTACTTCCCCCTTG |
| Col6a1 | CTGCTGCTACAAGCCTGCT | CCCCATAAGGTTTCAGCCTCA |
| Col6a2 | AAGGCCCCATTGGATTCCC | CTCCCTTCCGACCATCCGAT |
| Col6a3 | GCTGCGGAATCACTTTGTGC | CACCTTGACACCTTTCTGGGT |
| Ccl2 | AGGTCCCTGTCATGCTTCTG | TCTGGACCCATTCCTTCTTG |
| Ccl5 | TGCCCACGTCAAGGAGTATTT | TTCTCTGGGTTGGCACACACT |
| Il1β | GAAATGCCACCTTTTGACAGTG | TGGATGCTCTCATCAGGACAG |
| Il6 | AGTTGCCTTCTTGGGACTGA | TCCACGATTTCCCAGAGAAC |
| Srebp2 | TCAGCACCGCTCCGCAGACGAG | TACCGTCTGCACCTGCTGCTGG |
| LXRα | AGGCTCAAGCCACTTCGGTGTC | AGAAGGAGCGCCTGTTACACTG |
| LXRβ | ACGTCACCCACTATTAAGGAAG | GCTCATCCTCTGGCTCTAAGAT |
| Ldlr | GATGTCGACTGTGTTGACGGCTC | CTGACTTGTCCTTGCAGTCTGC |
| Pcsk9 | GAGACCCAGAGGCTACAGATT | AATGTACTCCACATGGGGCAA |
| Abcg5 | CCAGATTATGTGCATCTTAGGCA | CTGCTCAGAAAAACGTCGCT |
| Abcg8 | CTGTGGAATGGGACTGTACTTC | GTTGGACTGACCACTGTAGGT |

| Human | Forward | Reverse |
| --- | --- | --- |
| ZBTB7B | CTCACCCATCCCTTGACCTA | AGCTTAGGTAGGCCATCAGGT |
| H19 | CCCACAACATGAAAGAAATGGTGC | GCTTCACCTTCCAGAGCCGAT |
| SREBP1 | CGGAACCATCTTGGCAACAGT | CGCTTCTCAATGGCGTTGT |
| FASN | ACAGCGGGGAATGGGTACT | GACTGGTACAACGAGCGGAT |
| SCD | GCCCCTCTACTTGGAAGACGA | AAGTGATCCCATACAGGGCTC |
| HMGCS2 | AAGTCCCTTAGCCTTCTCTACC | CCTTCCTCACGCTTCGATCC |

**Table S2. Information of HCC patients**

| Number | Gender | Pathological diagnosis | Cirrhosis |
| --- | --- | --- | --- |
| 1 | Female | HCC | G2S3 |
| 2 | Female | HCC | G2S3 |
| 3 | Female | HCC | G1S4 |
| 4 | Male | HCC | G1S2 |
| 5 | Male | HCC | G1S3 |
| 6 | Male | HCC | G2S2 |
| 7 | Male | HCC | G2S3 |
| 8 | Male | HCC | G1S3 |
| 9 | Male | HCC | G0 |
| 10 | Male | HCC | G2S4 |
| 11 | Male | HCC | G2S4 |
| 12 | Male | HCC | G2S4 |

How the deposited data were processed for this re-analysis (not part of the article)

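RNA sequencing was done by the authors on liver RNA from 3 WT and 3 ZLKO mice, each mouse giving 1 library. The authors deposited 1 table of raw counts per gene symbol for the 6 libraries. The methods describe quality control with FastQC, alignment to the mouse genome with HISAT2, counting with HTSeq and differential expression with DESeq2, while the submitters' processing notes name Bowtie2, RSEM 1.3.1, DESeq2 1.4.5 and mm10. The deposited counts are whole numbers. Which of these tools made the table, the strand setting and the treatment of reads that match several genes are not given in the sources used here, so counts of near-identical paralogs and of overlapping genes are uncertain. Samples were assigned to WT and ZLKO from their labels and from the legend of Fig. 5a, and replicates carry the numbers of the labels, 1 to 3 for WT and 4 to 6 for ZLKO.

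The table holds 35976 lines, of which 27 carry a date in place of a gene name. These were left out of library sizes and tests and held 0.162% to 0.177% of the counts of a library. Of the 35949 genes, 21715 had a count in some library. Totals over all lines were 9370335 to 9725821 per library, and the 20 most abundant genes took 22.9% to 24.8% of them. Each pair of libraries within a group was compared by a chi-square test of its counts, and the statistic per degree of freedom was 9.1 to 22.2, far above sampling noise.

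Counts were analysed in R 4.3.3 with edgeR 4.0.16. filterByExpr kept 13062 genes, TMM factors were 0.964 to 1.06, and the common dispersion was 0.0252. The quasi-likelihood test was two-sided with condition as the single term, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Called genes past 1.5-fold, the threshold in the paper's methods, were counted separately. The standard error of a log2 fold change was taken as its size divided by the square root of the test statistic. Gene lists of pathways, cell types and other groups, 40 in all, were compared by camera in limma 3.58.1 on log2 CPM with a prior count of 2, adjusted over the 37 lists with at least 3 tested genes. Groups of 3 were not tested for outlying samples. A fold against a group without counts was computed against 3 counts over the group, and intervals at 95% cover counting error only.

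The genes named in the text are Zbtb7b and H19, the genes the paper names for mouse liver, those past the threshold with every ZLKO library on one side of every WT library (up to 10 in each direction), and of each named list up to 4 members with the smallest adjusted p. The values of the genes in Fig. 5 had been seen in the figure. Shbg and Adam15 were chosen after their values were seen. Results for some genes that this rule takes are not reported here. Alternatives tried were other scalings, other filters on low counts, DESeq2 1.42.0, limma-voom with quality weights, each library left out in turn, other thresholds, an estimated correlation for the gene lists and fry. DESeq2 was not applied to gene lists.

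The steps were tested on simulated data with 13062 genes and 3 libraries per group at the depth of these libraries. In them 200 genes were changed by 1.5-, 2- or 4-fold, and a short list of others by 1.5-fold. The real comparison called 8 genes, so its adjusted threshold was stricter and recovery in it may be lower. edgeR recovered 14.9% of genes changed by 1.5-fold, 56.7% of those changed by 2-fold and 90.9% of those changed by 4-fold, and called 8 of 12837 unchanged genes. DESeq2 recovered 28.4%, 68.7% and 90.9% in that order and called 22 of the unchanged genes, and limma-voom called 7 of them. Positions are those of the GENCODE annotation of GRCm38. The qPCR, human and cell line experiments of the paper were not analysed here.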

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

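All tests of an explanation in this part, and the reading of other divisions of the libraries, were set down only after the results were seen.

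Among the genes that passed the test, 3 are neither named in the paper's text nor drawn in Fig. 5. Dcst1 had a log2 fold change of 5.89, Dcst2 of 4.91 and Cox6b2 of 2.48. The interferon-stimulated genes, a list the paper does not examine as such, had a median log2 fold change of -0.58. Ifi27l2b, Ifih1 and Apol9b among them are drawn in Fig. 5a, so the list is not wholly independent of the paper. The real division of the 6 libraries called 8 genes, and the highest of the other 9 divisions into 3 and 3 called 2, so that 1 of 10 divisions gave a count as large. For gene lists the real division called 6 and the highest other called 14, and 9 of 10 divisions gave a count as large. With 10 divisions no share under 0.05 can be reached. Whether the other divisions called more lists because of a structure among the libraries or because the preset correlation is too low was not tested; with an estimated correlation the real division called 0.

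Dcst2 and Dcst1 rose beside the deleted gene. Reads of Zbtb7b counted for Dcst2 where the genes meet would have made Dcst2 fall, and its log2 fold change was 4.91. Transcription may run on from the recombined Zbtb7b allele into Dcst2 and Dcst1, which lie on its 3' side; 0 of 7 tested genes within 50 kb on the 5' side were called higher by edgeR or DESeq2, and 0 had an unadjusted p under 0.05, but Dcst2 is read on the opposite strand and the strand setting is not given, so the test leaves this open. Loss of repression by Zbtb7b is also open, as the lowest ZLKO library had 13.5 CPM of Dcst2 and the highest WT library 0.597, a difference that goes with genotype and with the recombined allele alike. Both cannot be told apart with gene counts.

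The interferon-stimulated, Kupffer cell and endothelial lists were called lower in ZLKO livers by camera with the preset correlation, and not with an estimated one (adjusted p = 0.691, 0.952 and 0.952). A smaller share of such cells in ZLKO replicate 6 is consistent with the Kupffer cell list, whose adjusted p was 0.741 without that library, where its median log2 fold change was -0.01, although the call also ended without WT replicate 2 (adjusted p = 0.135). For the interferon-stimulated genes this explanation stays open: without that library their median was -0.51 (adjusted p = 1.28e-10 with the preset correlation; over all alternatives 1.25e-20 to 0.691, the last with an estimated correlation, and 0.395 by fry), but the library means of the list differed by -0.47 (SE 0.28), which is within 2 SE. Genotype stays open for them too, since 1 ZLKO library lay above the lowest WT library in the mean of the list and 3 against 3 livers are too few to decide.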

How the results depend on the processing

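The p of raw counts without adjustment, the lists without H19 and the rank without genes at 0 WT counts were chosen only after the results were seen. No paired analysis was run because neither the labels nor the paper gives a pairing of WT and ZLKO mice.

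Of 8 called genes, Dcst2, Gsn and Zbtb7b stayed past the threshold with each library left out in turn. The log2 fold change of Zbtb7b ranged from -3.31 to -3.01 and that of H19 from 7.58 to 8.52 over the libraries left out. H19 lost its call without WT replicate 2 (log2 fold change 8.51, adjusted p = 0.0512, against 1.02e-29 to 0.0512 over its alternatives), and it was not tested when 10 counts were required in every library, which its WT counts do not reach. Among the genes called higher at an adjusted p under 0.05 with a count in a WT library, H19 had rank 1 in each setting that called it. Genes called higher with 0 WT counts have no exact rank against it: Dcst1 without WT replicate 3, and 2 genes, Shbg among them, by DESeq2, by limma-voom and with no filter. Genes higher in ZLKO numbered 46 with no filter on low counts, 2 with at least 10 counts in every library, 70 by DESeq2, 21 by limma-voom and 18 at an adjusted p under 0.1. Genes lower numbered 4 with no filter, 12 by DESeq2, 2 by limma-voom and 2 at an adjusted p under 0.1. Past 1.5-fold these counts were 46, 2, 64, 21 and 18 higher and 4, 9, 2 and 2 lower in the same order, and the unadjusted p on raw counts gave 46 higher and 18 lower. With libraries left out, 2 to 10 genes were higher and 1 to 2 lower, with or without the fold threshold; the count higher was 2 without WT replicate 2 and 4 without WT replicate 3, and the count lower was 2 without ZLKO replicate 6. Lists called higher numbered 0 with at least 10 counts in every library, 0 with an estimated correlation, 0 by fry and 0 with H19 left out of the lists, and 1 to 4 with libraries left out, the 1 without WT replicate 1. Lists called lower numbered 1 with at least 10 counts in every library, 0 with an estimated correlation, 0 by fry and 1 to 5 with libraries left out, 5 without ZLKO replicate 4 and 1 without ZLKO replicate 6. With H19 left out of the lists, 2 were called lower. Of 47 genes named, 44 kept their direction under each alternative. The exceptions are genes that did not pass the test: Pparg at 0.11 without WT replicate 3 and 0.19 without ZLKO replicate 4, Ehhadh at -0.024 by limma-voom and -0.43 without ZLKO replicate 6, and Abcg5 at -0.032 with total counts only, -0.027 by limma-voom, -0.023 without WT replicate 3 and -0.18 without ZLKO replicate 4. With libraries left out these genes ranged from -0.27 to 0.19 (Pparg), -0.43 to 0.38 (Ehhadh) and -0.18 to 0.14 (Abcg5). Leaving out a library leaves fewer samples; otherwise the cause was not tested. In simulated data at this depth edgeR recovered 14.9% of genes changed by 1.5-fold, so genes changed by that much are mostly missed.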

Differences from the paper's values

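The unadjusted p on raw counts was chosen only after the values were seen.

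The log2 fold changes of Zbtb7b, H19, Gsn and Serpina1e lie within the replicate spread of those drawn in Fig. 5b. Heights on its vertical axis, labelled as minus log10 of an adjusted p, differ from edgeR's for 3 of the 4 genes. The Wald test of DESeq2, the tool named in the methods, gave 54.9 for Zbtb7b, 28.99 for H19, 57.2 for Gsn and 3.99 for Serpina1e. The heights read by eye, about 5.8, 1.3, 2.2 and 1.7 in that order, lie below these values, so all 4 differ from DESeq2. For Zbtb7b the paper's height is about 5.8 in Fig. 5b, read by eye, and edgeR gave 3.76; of the alternatives set before the data were examined, no filter on low counts came within 1.5 times of it and the others did not. For H19 the paper's height is about 1.3 in Fig. 5b, read by eye, and edgeR gave 2.64; limma-voom and the fits without WT replicate 1, without WT replicate 2 and without WT replicate 3 came within 1.5 times of it, and the others did not. For Serpina1e the paper's height is about 1.7 in Fig. 5b, read by eye, and edgeR gave 0.94; limma-voom and the fit without WT replicate 1 came within 1.5 times of it, and the others did not. Under an unadjusted p of a comparison of raw counts between groups, chosen after seeing the values, the heights were 5.78 for Zbtb7b, 1.35 for H19, 1.7 for Serpina1e and 2.17 for Gsn, and it drops none of the 40 genes of Fig. 5a at p under 0.05.

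Fig. 5a presents 40 genes as differentially expressed, and 5 of them passed the test here. The paper's methods name DESeq2 and a 1.5-fold threshold, and its text gives no p threshold specific to the sequencing data. DESeq2 called 16 further genes drawn as higher and 8 further genes drawn as lower, Serpina1e among them. With no filter on low counts 15 and 3 further genes were called, with limma-voom 5 and 1, at an adjusted p under 0.1 2 and 1, without WT replicate 1 3 and 0, without ZLKO replicate 6 1 and 1, and without ZLKO replicate 5 1 and 0. The paper places H19 highest among the genes that rose, as it stood here by fitted log2 fold change. Without WT replicate 2 H19 was not called.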

Other observations

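The test of the vertical axis of Fig. 5b in this part was chosen only after the row order and the figure were seen.

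The genes of lipid and cholesterol metabolism, inflammation and fibrosis that the paper measured by qPCR in mouse liver are given from the sequenced libraries. The 12 genes of inflammation and fibrosis, where shown, were measured after months of high-fat or MASH diet, so in other mice than those sequenced. Their values here do not test that qPCR, because the sequenced mice had 1 week of chow diet. For the genes measured on chow diet, whether any of the mice are the same is not given in the sources used here. Of the 28 genes in all, which leave out Zbtb7b and H19, 26 were tested. In edgeR 0 passed over all genes tested, and DESeq2 called 0. Scd1 and Dgat2, both higher in ZLKO livers, were the 2 with an unadjusted p under 0.05 (0.0104 and 0.0361 from edgeR). Adjusted over the 4 lipogenic genes of Fig. 4a alone, 1 was higher. The paper compared its qPCR values by Student's t-tests and names no adjustment over genes, so the thresholds are unlike. Scd1, the desaturase that makes monounsaturated fatty acids, had a log2 fold change of 0.83 (SE 0.25, adjusted p = 0.461 from edgeR), and Dgat2, which makes triglycerides, had 0.26 (adjusted p = 0.61). Fasn had 0.23 and Srebf1 had 0.35, while Cidec had 0.30 and Pparg had -0.07. These values moved with single libraries: Fasn had 0.024 without ZLKO replicate 6 and 0.46 without ZLKO replicate 4, Srebf1 had 0.11 without WT replicate 1 and 0.81 without WT replicate 2, Cidec had 0.14 without ZLKO replicate 4, and Scd1 had 0.51 without ZLKO replicate 5. Of the genes of fatty acid oxidation, Ppara had 0.15 and Ehhadh had 0.15, and Abcg5, a sterol transporter, had 0.01. The Ehhadh value rested on ZLKO replicate 6, at 2660 CPM against 1087 and 1067 in ZLKO replicates 4 and 5. The WT livers had 1453, 1240 and 1660 CPM of Ehhadh, and without ZLKO replicate 6 its log2 fold change was -0.43. The paper reports higher lipogenic and lower oxidative transcripts in ZLKO livers of mice on chow diet by qPCR. It names no fast for those mice, whereas the deposited record gives a 24 h fast for the sequenced ones. The feeding states may therefore differ. The 4 lipogenic genes of Fig. 4a all had positive log2 fold changes and were higher as a list (adjusted p = 0.0209 by camera over the study's own lists; adjusted p = 0.11 with an estimated correlation). That call ended by fry (adjusted p = 0.143), without WT replicate 1 or 3 (adjusted p = 0.0879 and 0.0637) and without ZLKO replicate 5 or 6 (adjusted p = 0.0853 and 0.0783). The 3 genes of fatty acid oxidation did not pass as a list (adjusted p = 0.697). Without ZLKO replicate 6 their median log2 fold change was -0.13 (adjusted p = 0.272 by camera). Among the longer lists, de novo lipogenesis (18 genes tested, adjusted p = 0.501 by camera), fatty acid oxidation (25 tested, adjusted p = 0.939) and lipid droplet genes (18 tested, adjusted p = 0.754) did not pass. A p that misses the threshold does not show that these genes were alike, since edgeR recovered 56.7% of genes changed by 2-fold in simulated data. Those data held 200 or more changed genes, whereas 8 genes were called here, so recovery here may be lower.

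In a principal component analysis of log2 CPM, ZLKO replicate 6 had 51.2 on the first component, which held 40.8% of the variance, and the other 5 libraries lay between -17.1 and -4.34. In that library lymphocyte markers were a median 2.76-fold lower and stellate cell markers 2.87-fold lower than in the mean of the other libraries, and cholangiocyte markers had a median log2 difference of -0.05.

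The deposited table opens with 7907 genes in ascending order of the p of an unadjusted comparison of raw counts between groups with equal variance (tolerance 1e-09), and these are the 7907 genes with a mean count of at least 100. The same p, as minus log10, lay within 0.047 of the heights read by eye for the 4 genes labelled in Fig. 5b. An unadjusted p on raw counts is thus a candidate explanation of that axis. Within these 7907 genes 551 had a p under 0.05, and 1 gene had a Benjamini-Hochberg adjusted p under 0.05; for H19 the adjusted value was 0.698. Dcst1, Dcst2 and Cox6b2 have mean counts under 100 and lie outside this part of the table.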
